# Comparative Analysis of Italian Lettuce (*Lactuca sativa* L. var. *ramose*) Transcriptome Profiles Reveals the Molecular Mechanism on Exogenous Melatonin Preventing Cadmium Toxicity

**DOI:** 10.3390/genes13060955

**Published:** 2022-05-26

**Authors:** Xuena Yu, Le Liang, Yongdong Xie, Yi Tang, Huaqiang Tan, Jianwei Zhang, Lijin Lin, Bo Sun, Zhi Huang, Ji Liu, Xiaomei Li, Lihua Tu, Huanxiu Li

**Keywords:** cadmium resistance, comparative transcriptome, melatonin, lettuce breeding

## Abstract

Cadmium (Cd) accumulation in lettuce causes a large amount of yield loss during industry. Although many studies report that exogenous melatonin helps to alleviate the Cd stress of lettuce, the molecular mechanism for how plant tissue responds to Cd treatment is unclear. Herein, we applied both PacBio and Illumina techniques for Italian lettuce under different designed treatments of Cd and melatonin, aiming to reveal the potential molecular pathway of the response to Cd stress as well as the how the pre-application of exogenous melatonin affect this process. This result reveals that the root has the biggest expression pattern shift and is a more essential tissue to respond to both Cd and melatonin treatments than leaves. We reveal the molecular background of the Cd stress response in prospects of antioxidant and hormone signal transduction pathways, and we found that their functions are diverged and specifically expressed in tissues. We also found that candidate genes related to melatonin detoxify during Cd stress. Our study sheds new light for future research on how melatonin improves the cadmium resistance of lettuce and also provide valuable data for lettuce breeding.

## 1. Introduction

Cadmium (Cd) is a heavy metal that threatens human health globally; its accumulation in the human body causes disorders and increases the risk of cancer, Itai-Itai disease, and nephrotoxicity [1,2]. As with other heavy metals, Cd accumulates in the environment via mining, irrigation, sewage sludge application, rock phosphate fertilizers, and vehicular and industrial activities [3,4]. Cd is absorbed by vegetables from soil that is exposed to long-term contamination from nearby industry activities or mines, finally making its way into humans through the food chain [5,6]. Beyond its negative health implications, the accumulation of Cd toxifies the essential factors involved in the economic value of vegetables, such as the biomass, yield, and quality [7]. In recent years, the negative effects of Cd on many horticultural plants such as pepper [8,9], potato [10], tomato [11], pakchoi [12], and lettuce [13] have been revealed. These studies show various toxic phenotypes after Cd accumulation, such as the reduction in the length, surface area, and fresh weights of plant tissues such as leaves and roots. Together, the photosynthesis is also negatively affected, and it has been reported that the photosynthetic rate and contents of photosynthetic pigments decrease after a treatment of high Cd concentration [14]. Additionally, Cd stress blocks the normal uptake of developmentally crucial nutrient such as K (potassium), P (phosphorus), Ca (calcium) and Mn (manganese) [2,11]; this disruption can be attributed to the competition between Cd and other mineral nutrients around the root surface [5,6,7].

To promote the resistance of plant to cadmium stress, treatment of melatonin has been reported as an efficiency method [15]. Melatonin has emerged as a research highlight regarding its important role in regulating plant growth and adaptation to environmental stresses [16,17]. When suffering environmental stress, the level of melatonin increases in plants [18], and it was believed to act as a bio-stimulant or in enhancing the tolerance against abiotic stresses such as drought [19], extreme temperature [20,21], chemical stresses [22], and heavy metals [23,24]. The effect of exogenous melatonin on plants can also delay leaf senescence, improve the resistance to abiotic stress, and optimize growth parameters such as the seedling growth, leaf size, plant height, biomass, and pod and seed number [25]. It was reported that melatonin regulates the hormonal homoeostasis by interacting with other phytohormones such as cytokinin (CK), ABA, and GA to protect the plant from stress [26,27]. Actually, a lot of damage from abiotic stress is involved in the increase in the ROS level, and both endogenous and exogenous melatonin interacts with the stress signaling pathway by participating in the scavenging of ROS [28]. In most cases, melatonin elevates the transcript level of many antioxidative-related genes, such those encoding superoxide dismutase (SOD), ascorbate peroxidase (APX), catalase (CAT), and peroxidase (POD), facilitates the regeneration of endogenous antioxidants such as glutathione and vitamins C and E [28,29], and activates the antioxidant system AsA–GSH (reduced glutathione) cycle [30] and calcium-dependent signaling pathway [31]. In previous studies, it was reported that exogenous melatonin improves plant adaptation to Cd stress by decreasing Cd accumulation and re-establishing ROS homeostasis [32]. In tomato, the exogenous melatonin alleviated the Cd stress by improving the detoxication activity [23], and the chlorophyll content and photosynthetic efficiency are also reduced by the decrease in the melatonin level under Cd stress [33]. In wheat, melatonin treatment triggers a significant increase in glutathione peroxidase (GSH) content, and the activities of APX and SOD were also specifically improved. In addition, the genes involved in tolerance to Cd toxicity were upregulated after melatonin treatment in Arabidopsis, such as ABC transporter and PCR2 in alfalfa seedlings, and PDR8 and HMA4 [32,34,35].

Lettuce is one of the most popular leafy vegetables and occupies a large proportion of the worldwide agricultural industry [36]. It has a significantly high capacity for Cd accumulation in its tissues and is characterized as an important model to study the mechanisms that are responsible for the accumulation of Cd [37]. Under Cd stress, the fresh and dry matter yield of leaves and roots was significantly reduced in lettuce, and both roots and leaves show an increase in H_2_O_2_ content while the superoxide dismutase SOD was stimulated [13,38,39]. After melatonin treatment, the photosynthetic rate, stomatal conductance, and light-use efficiency were more improved than those of the control [40]. Additionally, exogenous melatonin could eliminate the excess nitrate stress in lettuce tissues and enhance the photosynthesis [41]. Although Cd accumulation is a serious threat to the lettuce industry, work focusing on how melatonin alleviates Cd stress in lettuce is still insufficient. Only a few studies have been conducted to explore how melatonin treatment influences the abiotic-stress resistance of lettuce. Thus, a comprehensive study on how melatonin alleviates Cd stress in lettuce is needed, and the corresponding molecular mechanism needs to be illustrated.

Transcriptome comparison between seedling with or without melatonin pretreatment under Cd stress is an appropriate way to detect the relevant response molecular pathway and improve our understanding on Cd resistance in lettuce. To illustrate how these processes are influenced by melatonin, we designed several comparative groups under different Cd and melatonin treatments on both leaves and roots and obtained their transcriptomes over time by next-generation sequencing (Figure 1, Table S1). We also applied single-molecule real-time sequencing to obtain a high-quality reference transcriptome and calculated the expression profiting. After analyzing several important pathways related to Cd resistance, we attempted to answer the following issues: (1) how the molecular networks respond to Cd stress in lettuce; (2) how applied melatonin eliminates Cd toxicity in lettuce; (3) what the difference for transcriptome profiling of leave and root is when treated by exogenous melatonin. In this study, we provided the first transcriptome study for Cd and melatonin treatment in lettuce, which provides the foundation for further exploration of the molecular mechanism of Cd accumulation, and develop breeding strategies aimed at decreasing Cd in crop plants. This work will improve our understanding of the protective effects of exogenous melatonin on plants under Cd stress.

## 2. Materials and Methods

### 2.1. Sample Preparation and Treatment

Italian lettuce (*Lactuca sativa* L. var. *ramosa* Hort.) is one of the most popular leafy vegetables in China. Italian Lettuce seeds were sterilized with 10% hydrogen peroxide for 10 min, rinsed thoroughly with distilled water three times, then germinated on moist filter paper in the dark at 20 °C. After the initiation for 0.5 cm, the seeds were transferred to a salver (40 × 30 cm) filled with perlite and covered by vermiculite for moisture retention. Then, they were transferred into an incubator under 23 °C/18 °C in a 14 h/10 h day/night cycle, respectively. The relative humidity was set at 70%, and the light intensity was 15,000 l ×. After the formation of seedlings, they were watered with 200 mL half-strength Hoagland’s nutrient solution each day for 20 days, and subsequently cultivated in a growth chamber. Twenty days later, the seedlings were divided into three groups: (1) seedlings without any treatment refer to the control group; (2) seedlings cultivated with the nutrient solution with 1 μmol/L melatonin (Sigma-Aldrich, St. Louis, MO, USA); (3) seedlings cultivated with the nutrient solution without melatonin two days later. Then, the latter two groups were treated with 50 μmol/L CdCl_2_ for simulation of a Cd stress environment, and the nutrient solution was replenished once for three days to maintain constant concentrations. There were 20 seedlings per treatment, repeated 3 times. The physiological parameters of three groups for both their leaves and roots were estimated 0, 1, 3, 5, and 10 days after Cd treatment. The growth-factor estimation was only conducted on group 2 and group 3. The leaves and roots of 0-, 1-, and 5-day-old seedlings of group 2 and group 3 were sampled for transcriptome sequencing, and three biological repeats were included for each treatment (Table S1). Except for their use in conductivity measurement, all samples were stored in by ultra-low-temperature freezing under −80° before conducting.

### 2.2. Library Construction and Sequencing

Total RNAs for samples were extracted by RNA extraction tool kit “RNAiso-plus” following the manufacturer’s recommendation. RNA degradation and contamination was monitored on 1% agarose gel and was then checked using a NanoPhotometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA, USA). A total amount of 3 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under an elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. The remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, an NEBNext Adaptor with a hairpin loop structure was ligated to prepare for hybridization. In order to select cDNA fragments of, preferentially, 250~2300 bp in length, the library fragments were purified with an AMPure XP system (Beckman Coulter, Beverly, USA). Then, 3 μL USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then, PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. Finally, PCR products were purified (AMPure XP system) and the library quality was assessed on an Agilent Bioanalyzer 2100 system. Clustering of the index-coded samples was performed on a cBot cluster-generation system using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform, and 125 bp/150 bp paired-end reads were generated.

The Iso-Seq library was prepared according to the Isoform Sequencing protocol (Iso-Seq) using the Clontech SMARTer PCR cDNA Synthesis Kit and the BluePippin Size Selection System protocol as described by Pacific Biosciences (PN 100-092-800-03).

Raw data (raw reads) of fastq format were first processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing the adapter, reads containing ploy-N, and low-quality reads from raw data. At the same time, from the Q20, Q30, and GC content, clean data were calculated. All the downstream analyses were based on the clean data with high quality.

### 2.3. Subread Processing and Error Correction

Sequence data from Iso-Seq library were processed using the SMRTlink v5.0 software [42]. Circular consensus sequence (CCS) was generated from subread BAM files, parameters: min_length 200, max_drop_fraction 0.8, no_polish TRUE, min_zscore −999, min_passes 1, min_predicted_accuracy 0.8, max_length 18000. CCS.BAM files were output, which were then classified into full length and non-full length reads using pbclassify.py, ignorepolyA false, and minSeqLength 200. Effective subreads were obtained by the SMRT Link v5.0 under the parameter: MinLength = 200, MinReadScore = 0.75. Then, the CCS was obtained from Iso-Seq pipeline using the parameter MinPasses = 1 and MinPredictedAccuracy = 0.8 After examining for poly(A) signal and 5′ and 3′ adaptors, only the CCS with all three signals was considered as an FLNC read. The non-full-length and full-length fasta files produced were then fed into the cluster step, which performs isoform-level clustering (ICE), followed by final Arrow polishing, hq_quiver_min_accuracy 0.99, bin_by_primer false, bin_size_kb 1, qv_trim_5p 100, and qv_trim_3p 30. Finally, LoRDEC was used to correct the consensus transcripts based on all transcriptomes from the illumine short-read sequencing dataset. Then, CD-HIT-v4.6 [34] was used to remove the redundancy of FLNC.

### 2.4. Transcriptome Characterizing and Annotation

The error-corrected FLNC reads were mapped to the genome sequence of the lettuce genome (*L*. *sativa* Lsat Salinas v7) using GMAP as described previously. We used the no-chimera setting to ensure mapping on the same contig as much as possible. The best mapped locus was chosen for each FLNC read based on both the identity and coverage values. The mapping results were divided into three categories: known genes, novel isoform, and novel genes. The genome mapping results of FLNC reads were visualized using the Integrative Genome Viewer.

SUPPA was applied to obtain the alternative splicing (AS) events. The analysis of fusion genes and lncRNAs was performed with CPC, CNCI, CPAT, and Pfam software, according to the respective instructions. As lncRNAs do not encode proteins, the transcript can be screened to determine whether it has the potential of coding ability. If one has no potential coding ability, it would be categorized as a bona-fide lncRNA. Four coding potential analysis methods were used to predict the lncRNAs. These methods included Coding Potential Calculator (CPC) [43], Coding-Non-Coding Index (CNCI) [44], Pfam (https://pfam.xfam.org/ accessed on 4 May 2020), and Predictor of long non-coding RNAs and messenger RNAs based on an improved k-mer scheme (PLEK) [45]. TAPIS pipeline software was used to identify alternative polyadenylation (APA). The features illustrated by Circos. The ANGEL pipeline was used in order to determine protein coding sequences from cDNAs. We used this species or closely related species for confident protein sequences for ANGEL training and then ran the ANGEL prediction for the given sequences. Transcription factors (TF) were predicted using iTAK software. The SSR of the transcriptome were identified using MISA, which allows the identification and localization of perfect microsatellites as well as compound microsatellites, which are interrupted by a certain number of bases.

Gene function was annotated by BLAST software based on the following databases: Nr (NCBI non-redundant protein sequences), Nt (NCBI non-redundant nucleotide sequences), Pfam (Protein family), KOG/COG (Clusters of Orthologous Groups of proteins), Swiss-Prot (A manually annotated and reviewed protein sequence database), KO (KEGG Ortholog database), and GO (Gene Ontology).

### 2.5. Differential Expression Analysis and Function Enrichment

The consensus Iso-RNA transcripts were used as a reference for expression estimation. An index of the reference was built using Bowtie v2.2.3, and paired-end clean reads of HiSeq data were aligned to the reference using TopHat v2.0.12. To estimate the expression level, HTSeq v0.6.1 was used to count the read numbers mapped to each gene. Then, the FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. FPKM refers to the expected number of fragments per kilobase of transcript sequence per millions base pairs sequenced, which considers the effect of the sequencing depth and gene length for the read count at the same time and is currently the most commonly used method for estimating gene expression levels [46].

Differential expression analysis between each two conditions (two biological replicates per condition) was performed using the DESeq R package (1.18.0). DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P-values were adjusted using the Benjamini–Hochberg approach for controlling the false-discovery rate. Genes with an adjusted *p*-value < 0.05 found by DESeq were assigned as differentially expressed.

Gene-ontology (GO) enrichment analysis of differentially expressed genes was implemented by the GOseq R package, in which gene length bias was corrected. GO terms with a corrected *p*-value less than 0.05 were considered significantly enriched by differentially expressed genes. KEGG is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism, and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/, accessed on 10 May 2020). We used KOBAS software to test the statistical enrichment of differential expression genes in KEGG pathways.

## 3. Results

### 3.1. Transcriptome Features and Description

To explore the dynamic gene expression pattern for the roots and aboveground part of lettuce under various treatments, 36 transcriptomes representing 12 treatment groups (three biological repeats for each) were sequenced by Illumina RNA-seq (Figure 1). 

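The measurements are RNA-seq libraries of roots (R) and of leaves, the aboveground part (L), in 12 groups with n = 3 libraries each. In the group names Cd stands for 50 μmol/L CdCl2 alone and CdM for the same CdCl2 after pretreatment with 1 μmol/L melatonin, and the last digit is the day, so that RCdM1 is root with melatonin on day 1. The paper counts days from the CdCl2 treatment and calls day 0 the beginning, so by that count the day 0 groups had little or no exposure. No group kept without CdCl2 until day 1 or day 5 is among the 12. A change between days under Cd can therefore not be told apart from one of age or day of harvest. The paper describes the treatments as repeated 3 times and the 3 libraries of a group as biological repeats, while its Methods give 2 biological replicates per condition for the DESeq test. All 3 libraries of a group were used here. Every p given here rests on the spread between libraries of a group, pooled over all groups of the fit and drawn toward a trend over genes. Table S2 lists 43514916 to 59867882 clean reads per root library (median 50817682) and 43868008 to 70524938 per leaf library (median 50599932). Group medians ran from 45070108 in RCdM5 to 56499750 in RCdM0. The share of bases at Q30 differed between some groups that are compared. On day 1 it was 93.38 to 93.65% in LCd1 and 91.09 to 91.81% in LCdM1, and it was 91.35 to 93.77% in RCd1 and 91.53 to 91.99% in RCdM1. On day 5 it was 89.39 to 91.62% in LCd5 and 90.91 to 91.45% in RCd5.

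The unit is FPKM as the authors computed it. The paper states counts per gene from HTSeq, while the values used here are listed for 59872 isoforms, so the FPKM of all isoforms of a gene were added. Genes with at least 1 FPKM in at least 3 libraries of a fit were tested on the log2(FPKM + 1) scale with limma. The tests cover 17227 genes of the 18 root libraries, 16800 genes of the 18 leaf libraries, and 18056 genes of all 36 libraries for differences between the tissues. A gene passed at a Benjamini-Hochberg adjusted p under 0.05, and every log2 change is on that scale. Counts of reads were not used here, so the depth behind a single FPKM is known only from Table S2. A few genes are listed at 0 in every library of 1 group but at 20 FPKM or more in every library of another, 7 in roots and 8 in leaves. For these the level is given as listed and no fold is given. Gene identifiers such as Lsat_1_v5_gn_2_58341 appear in the paper without their prefix. Gene groups are the genes under a GO or KEGG term in Tables S12 to S17, which hold genes the study picked as changed in these libraries.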

We obtained 269.55 Gb of clean data (GC content between 43.65% and 45.24%, Table S2), and the total amount of paired-end reads ranged from 43,514,916 to 70,524,938 per sample. 

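Between libraries of the same group, Pearson's r across genes on the log2(FPKM + 1) scale ran from 0.944 to 0.974. The lowest value was in RCdM5 (0.944 to 0.965), followed by RCd5 (0.945 to 0.967), and the highest in RCd1 (0.958 to 0.974). In leaves the lowest was in LCdM5 (0.95 to 0.963) and the highest in LCdM0 (0.961 to 0.973). Between group means, r was 0.945 to 0.987 within roots, 0.955 to 0.988 within leaves and 0.559 to 0.65 between roots and leaves. Genes are not independent replicates, so no p is given for these correlations.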

The Pearson’s correlation coefficients in correlation analysis are higher than 0.94 on all samples, indicating that the high repetition rate for each group and could be used in downstream analysis (Figure S1), and the values are similar among leaves or roots separately (Figure 2a). The data were upload to the NCBI database under SRA accession PRJNA597399.

Due to the lack of reference genome for Italian lettuce (*L*. *sativa* L. var. *ramose* Hort.), a high-quality reference transcriptome is required for further expression analysis. We applied PacBio Iso-Seq platform to obtain the long-read transcriptome for Italian lettuce. We obtained 14.12 Gb of PacBio reads, finally resulting in 9,228,516 subreads after filtering. The average length of these subreads was 1531 with N50 = 3512. In total, we obtained 595,853 circular consensus sequences (CCSs), including 438,052 full-length non-chimera (FLNC) with an average length of 3007 since each of them contained a distinct poly (A) tail and 5′ and 3′ cDNA synthesis primers. Finally, we obtained 213,865 consensus reads after ICE modification. To further correct these consensus reads, the Illumina HiSeq 2000 transcriptomic reads for all treatments have been applied to perform the polishing, and finally obtained the same number of consensuses reads as 213,865 while the contig N50 increased from 4782 to 4839 bp (Table S2). Among 213,865 consensus reads, 88.38% (189,010) can be mapped onto the lettuce reference genome (*L*. *sativa* L.) [47]. A total of 187,452 reads were multiple mapped result, while the uniquely mapped occupied 0.73% of the total data. The reads that could only be mapped onto “+” or “−” chains were both less than 1% (Figure 2b). This result indicated the completion and correction of the consensus reads. Then, CD-HIT v. 4.6 [34] was used to remove the redundancy of consensus reads, resulting in 59,873 transcripts as the final reference transcriptome.

Compared to the annotation of the reference genome, we identified 45,160 novel transcripts for the known genes in the reference genome and 3153 novel genes (Figure 2c, Tables S3 and S4). 

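Of the 59872 transcripts listed, 9618 carry a reference identifier, 45160 are new isoforms of 13501 known genes and 5094 come from 3153 new genes. At least 1 FPKM in at least 3 of the 36 libraries was reached by 8672 of the reference transcripts (90.16%), by 25352 of the new isoforms of known genes (56.14%) and by 3113 of the transcripts of new genes (61.11%). Together these are 37137 transcripts of 18016 genes. After isoforms were added per gene, 16027 genes passed this minimum in both the roots and the leaves, 1200 in roots alone and 773 in leaves alone.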

For a total of 3153 novel genes, 62.99% (1986) were annotated in at least one of the following six databases: Cluster of Orthologous Groups (COG) of proteins, the gene ontology (GO), the Kyoto Encyclopedia of Genes and Genomes (KEGG), the protein family (Pfam), the manually annotated and reviewed protein sequence database (SwissProt), and non-redundant protein (NR) databases (Table S3). We found a total of 5917 alternative splicing (AS) events (Table S5). Since alternative splicing events can be divided into five main categories, alternative 3′ splice sites (A3SS), alternative 5′ splice sites (A5SS), retained introns (RI), skipped exons (SE), mutually exclusive exons (MXE), alternative first exon (AF), and alternative last exon (AL), we found that the most frequent AS event is RI (2490), followed by A3 (1591) and A5 (1000). The MX was the least frequent AS event, and we only detected 19 in total. Furthermore, a total of 3209 genes were annotated as encoding transcription factors (TFs) representing 89 families. In these TF families, SNF2 occupied the largest number while PHD and SET were the second- and third-largest groups, respectively.

A fusion gene is a chimeric gene composed of two or more separate genes. We identified a total of 258 fusion genes in our SMRT-seq result, and the details can be found in Table S6. A total of 10,948 alternative polyadenylation (APA) genes were identified. Among them, 6000 genes (54.8%) with a single poly-A site were detected, and 2500 genes had at least two poly-A sites. For lncRNAs, we identified 8821 in CPC, 10,322 in CNCI, 26,198 in PLEK, and 21,691 in Pfam. A total of 6922 lncRNAs were annotated among all datasets (Figure 2d, Tables S7–S10). Within them, 6575 lincRNAs, 199 antisense-lncRNAs, and 88 intronic-lncRNAs were identified.

### 3.2. Expression Pattern during Cd Stress and Melatonin Treatment

To study the molecular mechanism involved in Cd or melatonin responses in lettuce, we defined six comparing groups to detect the DEGs (Figure 3 and Table 1): Group 1 (G1) contains the root samples under Cd stress in the beginning (day 0), first day (day 1) and fifth day (day 5), which was used to illustrate the molecular process invoked by lettuce to respond to Cd in the roots over time. Group 2 (G2) contained the samples under Cd stress pre-treated by melatonin at 0, 1, and 5 days; this group was used to study how the expression patterns change with melatonin treatment under Cd stress over time. Group 3 (G3) was used to compare the expression patterns between samples with or without melatonin treatment at each time point (day 0, day 1, or day 5), which was used to study how melatonin treatment affects the pathway related to Cd resistance. Groups 4–6 (G4–6) one-to-one corresponded to the comparisons of Groups 1–3 in the aboveground part of lettuce. 

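From day 0 to day 1 under Cd alone, root genes of nitrogen metabolism, the pathway that turns nitrate and ammonium into amino acids, fell together. Of the 11 measured genes in this KEGG pathway, 0 rose, 11 fell and 0 did not pass the test in limma (0 and 11 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Genes under such a term were picked by the study in these samples, so their direction is not independent evidence. Lsat_1_v5_gn_1_62501 fell from 8.74 ± 0.929 to 0.530 ± 0.293 FPKM (SD, n = 3 each, log2 change −2.68, standard error 0.32, limma adjusted p = 0.0003), and Lsat_1_v5_gn_7_86961 (log2 change −2.37, limma adjusted p = 0.0013) fell as well. Among single genes with a term, Lsat_1_v5_gn_3_125141, annotated with metal ion binding and the extracellular matrix, rose from 36.0 ± 3.75 to 424 ± 22.5 FPKM (SD, n = 3 each, log2 change 3.53, standard error 0.42, limma adjusted p = 0.00031). Lsat_1_v5_gn_9_70980, annotated with iron ion binding, rose from 5.76 ± 2.55 to 69.5 ± 17.5 FPKM (SD, n = 3 each, log2 change 3.42, standard error 0.30, limma adjusted p = 5.4e-05), and Lsat_1_v5_gn_8_9800 (log2 change −4.82, limma adjusted p = 0.0018), annotated as a membrane component, fell. Genes without a name or term rose too, such as Novelgene2490 (log2 change 3.94, limma adjusted p = 2.8e-05) and Lsat_1_v5_gn_8_142920 (log2 change 3.83, limma adjusted p = 0.00029), or fell, such as Lsat_1_v5_gn_1_65901 (log2 change −4.91, limma adjusted p = 0.0027) and Novelgene2668 (log2 change −4.59, limma adjusted p = 8.9e-05). In all, 1612 of 17227 genes passed the test between day 0 and day 1, 769 higher and 843 lower on day 1. The count was 756 in a fit of the compared groups alone, 991 without RCd0 replicate 3, 1041 without RCd1 replicate 2 and 969 without RCd1 replicate 3.

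From day 1 to day 5, Lsat_1_v5_gn_8_71141, annotated with oxidation-reduction, rose from 2.15 ± 0.694 to 29.0 ± 15.6 FPKM (SD, n = 3 each, log2 change 3.10, standard error 0.49, limma adjusted p = 0.0071). Lsat_1_v5_gn_1_35260, annotated with the regulation of biological quality, fell from 37.4 ± 25.4 to 0.728 ± 0.999 FPKM (SD, n = 3 each, log2 change −4.32, standard error 0.91, limma adjusted p = 0.026). In all, 440 genes passed in this interval, 245 higher and 195 lower on day 5. Fitted with Q30 as a covariate, 3 genes passed, as the median size of the 440 changes went from 1.09 (median standard error 0.22) to 1.07 (0.29) and the wider error ended the calls. The count was 25 in a fit of the compared groups alone, 258, 154 and 116 without RCd1 replicates 1, 2 and 3, and 215, 140 and 124 without RCd5 replicates 1, 2 and 3. Lsat_1_v5_gn_1_35260 no longer passed without RCd1 replicate 1 or 3 or RCd5 replicate 1, 2 or 3 (limma adjusted p from 0.051 to 0.097).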

In G1, there was a larger amount of DEGs between day 0 and day 1 than between day 1 and day 5 (1746 and 474). From day 0 to day 1, 752 genes were upregulated and 994 were downregulated. From day 1 to day 5, 282 genes were upregulated and 192 were downregulated, respectively. 

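In roots pretreated with melatonin, Lsat_1_v5_gn_3_125141, the gene of the extracellular matrix term, rose between day 0 and day 1 from 20.2 ± 4.76 to 139 ± 77.7 FPKM (SD, n = 3 each, log2 change 2.56, standard error 0.42, limma adjusted p = 0.011). Lsat_1_v5_gn_4_64540, annotated as an oxidoreductase acting on aldehyde or oxo groups, fell from 42.7 ± 8.12 to 4.90 ± 1.61 FPKM (SD, n = 3 each, log2 change −2.91, standard error 0.33, limma adjusted p = 0.00081). This gene is abundant in leaves (mean 31806 FPKM in LCd0). Over 50 such genes the median share of the leaf level was also lower in each RCdM1 library than in each RCdM0 library. Of genes without a name or term, Lsat_1_v5_gn_2_116160 (log2 change 2.87, limma adjusted p = 0.004) and Novelgene2490 (log2 change 2.81, limma adjusted p = 0.00081) rose, and Lsat_1_v5_gn_4_28141 (log2 change −3.64, limma adjusted p = 0.011) and Lsat_1_v5_gn_5_135541 (log2 change −3.54, limma adjusted p = 0.00081) fell. In all, 209 genes passed the test, 64 higher and 145 lower on day 1, and with library scaling 96 were higher and 123 lower. With Q30 as a covariate 13 genes passed, while the median size of the 209 changes went from 1.49 (median standard error 0.28) to 1.45 (0.37). The count was 39 in a fit of the compared groups alone, 44, 119 and 138 without RCdM0 replicates 1, 2 and 3, and 106, 92 and 65 without RCdM1 replicates 1, 2 and 3. The call of Lsat_1_v5_gn_3_125141 ended without RCdM0 replicate 1 (limma adjusted p = 0.055), and Lsat_1_v5_gn_4_28141 lost its call without RCdM0 replicate 1 or RCdM1 replicate 3 (limma adjusted p = 0.064 and 0.054).

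Between day 1 and day 5, Novelgene0790, whose description is a lipid transfer protein with a GPI anchor, rose from 23.6 ± 7.17 to 180.7 ± 59.7 FPKM (SD, n = 3 each, log2 change 2.86, standard error 0.38, limma adjusted p = 0.012). Lsat_1_v5_gn_5_16880, annotated with metal ion binding, fell from 198 ± 18.2 to 87.1 ± 25.8 FPKM (SD, n = 3 each, log2 change −1.21, standard error 0.19, limma adjusted p = 0.02), and Lsat_1_v5_gn_7_26981 (log2 change −3.62, limma adjusted p = 0.016) fell as well. In all, 121 genes passed, 103 higher and 18 lower on day 5. With Q30 as a covariate 1 gene passed, as the median size went from 1.54 (median standard error 0.29) to 1.38 (0.35). The count was 4 in a fit of the compared groups alone, 26, 5 and 28 without RCdM1 replicates 1, 2 and 3, 33 without RCdM5 replicate 1 and 11 without RCdM5 replicate 3. Leaving out RCdM1 replicate 2 ended the call of Novelgene0790 (limma adjusted p = 0.059), and Lsat_1_v5_gn_5_16880 and Lsat_1_v5_gn_7_26981 no longer passed without RCdM1 replicate 2 or RCdM5 replicate 3 (limma adjusted p from 0.061 to 0.08).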

In G2, 177 genes were upregulated and 326 were downregulated between day 0 to day 1, and 246 and 84 were in comparison between day 1 and day 5. This result shows that day 1 demonstrated a stronger shift under Cd stress. 

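On day 0, Lsat_1_v5_gn_5_170161, annotated with the regulation of biosynthesis, was 28.7 ± 12.9 FPKM without and 284 ± 87.6 FPKM with melatonin (SD, n = 3 each, log2 change 3.33, standard error 0.55, limma adjusted p = 0.048). Lsat_1_v5_gn_2_128781, annotated with the cell wall and with starch and sucrose metabolism, was 49.3 ± 11.3 FPKM without and 16.1 ± 4.82 FPKM with melatonin (SD, n = 3 each, log2 change −1.57, standard error 0.24, limma adjusted p = 0.042). Lsat_1_v5_gn_1_67980, annotated as an isomerase, was 18.1 ± 8.47 FPKM without and 93.5 ± 38.8 FPKM with melatonin (SD, n = 3 each, log2 change 2.34, standard error 0.45, limma adjusted p = 0.048), and Lsat_1_v5_gn_1_90661 (log2 change −1.84, limma adjusted p = 0.048), annotated with cell morphogenesis, was lower with melatonin. In all, 42 of 17227 genes passed the test, 29 higher and 13 lower with melatonin, and 3617 had an unadjusted p under 0.05. The count was 16, 0 and 0 without RCd0 replicates 1, 2 and 3, and 2, 10 and 1 without RCdM0 replicates 1, 2 and 3. It was 0 with a pseudocount of 0.1 and 0 with the replicate block in limma (3569 and 3560 at an unadjusted p under 0.05), 8 without the filter on low values, 15 with libraries scaled to a common median ratio, 5 on single isoforms, 27 with Q30 as a covariate and 84 in a fit of the compared groups alone. The calls of Lsat_1_v5_gn_5_170161, Lsat_1_v5_gn_1_67980 and Lsat_1_v5_gn_1_90661 ended without RCd0 replicate 1, 2 or 3 or RCdM0 replicate 1, 2 or 3 (limma adjusted p from 0.058 to 0.23), and Lsat_1_v5_gn_2_128781 no longer passed without RCd0 replicate 2 or 3 or RCdM0 replicate 1 or 3 (limma adjusted p from 0.072 to 0.22). Lsat_1_v5_gn_1_67980 did not pass with Q30 as a covariate (limma adjusted p = 0.057). With the replicate block Lsat_1_v5_gn_5_170161, Lsat_1_v5_gn_2_128781, Lsat_1_v5_gn_1_67980 and Lsat_1_v5_gn_1_90661 did not pass (limma adjusted p = 0.066).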

G3 comparison demonstrates the large differences of expression patterns after melatonin treatment in the roots. At day 0, 1140 DEGs were identified between samples with or without melatonin treatment. 

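On day 1, Lsat_1_v5_gn_3_14600, annotated with carbohydrate metabolism, was 76.0 ± 104 FPKM without and 1110 ± 111 FPKM with melatonin (SD, n = 3 each, log2 change 4.88, standard error 1.11, limma adjusted p = 0.034). Lsat_1_v5_gn_5_12880, annotated with pentose and glucuronate interconversions, was 19.6 ± 18.5 FPKM without and 389 ± 142 FPKM with melatonin (SD, n = 3 each, log2 change 4.56, standard error 0.97, limma adjusted p = 0.033), and Lsat_1_v5_gn_3_38341, annotated with coenzyme binding, was 12.3 ± 17.4 FPKM without and 310.2 ± 92.8 FPKM with melatonin (SD, n = 3 each, log2 change 5.45, standard error 1.46, limma adjusted p = 0.044). Novelgene0672, whose description is a chlorophyll a-b binding protein of the light-harvesting complex, was 12.4 ± 0.686 FPKM without and 2.23 ± 0.601 FPKM with melatonin (SD, n = 3 each, log2 change −2.07, standard error 0.29, limma adjusted p = 0.016). This gene is abundant in leaves (mean 10818 FPKM in LCd0). Over 50 such genes the median share of the leaf level was 0.158, 0.117 and 0.103% in RCd1 replicates 1, 2 and 3. It was 0.17, 0.144 and 0.16% in those of RCdM1, and so not lower with melatonin. In all, 1119 genes passed the test, 701 higher and 418 lower with melatonin. The count was 613 without RCd1 replicate 1, 2 without RCd1 replicate 2, 4 without RCd1 replicate 3, 1838 without RCdM1 replicate 1, 4 without RCdM1 replicate 2 and 5 without RCdM1 replicate 3. It was 675 with the replicate block. On single isoforms 72 passed. A covariate for Q30 left 1 gene past the test, as the median size of the 1119 changes went from 1.17 (median standard error 0.28) to 1.16 (0.33), and the wider error ended the calls. Lsat_1_v5_gn_3_14600, Lsat_1_v5_gn_5_12880, Lsat_1_v5_gn_3_38341 and Novelgene0672 lost their calls without RCd1 replicate 2 or 3 or RCdM1 replicate 2 or 3 (limma adjusted p from 0.052 to 0.19). The call of Lsat_1_v5_gn_3_38341 ended with the replicate block (limma adjusted p = 0.056).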

On the first day, the number increased to 3527, which seems like a “response peak” after applied melatonin. 

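On day 5, Lsat_1_v5_gn_8_63861, annotated with cellulose synthase activity, was 12.8 ± 6.00 FPKM without and 24.8 ± 29.1 FPKM with melatonin (SD, n = 3 each, log2 change 0.25, standard error 0.67, limma adjusted p = 1), and Lsat_1_v5_gn_7_105640, annotated with the regulation of gene expression, was 12.2 ± 6.74 FPKM without and 6.51 ± 3.29 FPKM with melatonin (SD, n = 3 each, log2 change −0.80, standard error 0.49, limma adjusted p = 1). None of the 17227 genes passed the test in limma, and 706 had an unadjusted p under 0.05. Of the genes that passed between these treatments on day 1, 74.1% had the same sign on day 5, with a median signed log2 change of 0.14. In these genes the replicates of a group differed. The mean of their log2 values, each taken in its day 1 direction and centred on the 6 libraries of day 5, was −0.41, −0.299 and 0.433 in RCd5 replicates 1, 2 and 3 and 0.07, 0.512 and −0.307 in RCdM5 replicates 1, 2 and 3. Without replicate 3 of both groups, a setting chosen after seeing the data, 4 genes passed and 2341 had an unadjusted p under 0.05.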

No DEGs were identified on the fifth-day comparison. G4 to G6 reflect the expression pattern in the aboveground part. 

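In leaves under Cd alone, Lsat_1_v5_gn_7_105400, annotated with porphyrin and chlorophyll metabolism, rose from day 0 to day 1 from 4.55 ± 0.934 to 29.1 ± 5.33 FPKM (SD, n = 3 each, log2 change 2.43, standard error 0.28, limma adjusted p = 0.0013). Lsat_1_v5_gn_9_26160, annotated as an oxidoreductase acting on a sulfur group, rose from 2.81 ± 0.670 to 30.3 ± 12.2 FPKM (SD, n = 3 each, log2 change 2.96, standard error 0.42, limma adjusted p = 0.0044). Lsat_1_v5_gn_2_3421, annotated with catalytic activity, fell from 946 ± 531 to 57.7 ± 24.9 FPKM (SD, n = 3 each, log2 change −3.99, standard error 0.70, limma adjusted p = 0.0095), and Lsat_1_v5_gn_2_44861 (log2 change 2.46, limma adjusted p = 0.0047) without a term rose. In all, 496 of 16800 genes passed the test, 153 higher and 343 lower on day 1, and with library scaling 193 were higher and 229 lower. The count was 56 in a fit of the compared groups alone, 208, 235 and 149 without LCd0 replicates 1, 2 and 3, and 164, 307 and 150 without LCd1 replicates 1, 2 and 3.

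From day 1 to day 5, Lsat_1_v5_gn_9_19220, annotated with ubiquitin-protein transferase activity, rose from 3.15 ± 1.98 to 31.1 ± 8.29 FPKM (SD, n = 3 each, log2 change 3.06, standard error 0.51, limma adjusted p = 0.0048). Lsat_1_v5_gn_9_26160 fell from 30.3 ± 12.2 to 4.29 ± 2.24 FPKM (SD, n = 3 each, log2 change −2.58, standard error 0.42, limma adjusted p = 0.0045), and Lsat_1_v5_gn_1_69221, annotated with protein folding, fell from 44.6 ± 12.4 to 5.49 ± 4.10 FPKM (SD, n = 3 each, log2 change −3.05, standard error 0.50, limma adjusted p = 0.0047). In all, 1311 genes passed, 569 higher and 742 lower on day 5. Once Q30 was a covariate, 0 genes passed in limma and 1506 had an unadjusted p under 0.05. The median size of the 1311 changes went from 0.91 (median standard error 0.21) to 0.84 (0.41), so the calls ended with the wider error. The count was 510 in a fit of the compared groups alone, 330 and 577 without LCd1 replicates 2 and 3, and 477 and 458 without LCd5 replicates 1 and 2.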

In G4, there were 777 DEGs between day 0 and day 1, and 1484 between day 1 and day 5, respectively. 

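In leaves pretreated with melatonin, Lsat_1_v5_gn_5_172380, annotated as a hydrolase acting on glycosyl bonds, rose between day 0 and day 1 from 71.7 ± 14.4 to 253 ± 31.4 FPKM (SD, n = 3 each, log2 change 1.82, standard error 0.29, limma adjusted p = 0.02). Lsat_1_v5_gn_4_59381, annotated with antioxidant activity and cell redox homeostasis, fell from 6892 ± 832 to 2109 ± 611 FPKM (SD, n = 3 each, log2 change −1.74, standard error 0.26, limma adjusted p = 0.016). In all, 43 of 16800 genes passed the test, 23 higher and 20 lower on day 1. In a fit with Q30 as a covariate 3 genes passed, as the median size of the 43 changes went from 1.61 (median standard error 0.25) to 1.39 (0.41). The count was 10 in a fit of the compared groups alone, 8, 5 and 7 without LCdM0 replicates 1, 2 and 3, and 28, 4 and 16 without LCdM1 replicates 1, 2 and 3. Leaving out LCdM0 replicate 1, 2 or 3 or LCdM1 replicate 2 or 3 ended the calls of Lsat_1_v5_gn_5_172380 and Lsat_1_v5_gn_4_59381 (limma adjusted p from 0.052 to 0.096).

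Between day 1 and day 5 in these leaves, of 34 measured genes of metal ion transport, 0 rose, 14 fell and 20 did not pass the test in limma (0 and 15 adjusted over the list alone, 2 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_6_4121 fell from 31.7 ± 12.2 to 7.82 ± 1.04 FPKM (SD, n = 3 each, log2 change −1.81, standard error 0.37, limma adjusted p = 0.0084), and Lsat_1_v5_gn_6_106760 (log2 change −1.46, limma adjusted p = 0.0065) fell as well. As the study chose these genes on the same libraries, their counts are not independent evidence. Of 17 genes of the light-harvesting antenna, 1 rose, 13 fell and 3 did not pass the test in limma (1 and 15 adjusted over the list alone). The gene that rose, Lsat_1_v5_gn_5_144981, is listed at 0 in each of the 3 libraries of LCdM1, and whether such a 0 is an absence of expression is not known. Lsat_1_v5_gn_9_117441 fell from 2391 ± 363 to 947 ± 151 FPKM (SD, n = 3 each, log2 change −1.34, standard error 0.17, limma adjusted p = 0.0011). In all, 2052 genes passed, 643 higher and 1409 lower on day 5, and with library scaling 807 were higher and 1144 lower. The count was 137 in a fit of the compared groups alone, 645 and 904 without LCdM1 replicates 2 and 3, and 1359 and 1350 without LCdM5 replicates 1 and 3.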

In G5, the number of DEGs was much less than the G4 group without melatonin pretreatment, in which 91 genes were upregulated and 80 were downregulated between day 0 to day 1, and 405 were upregulated and 536 genes were downregulated between day 1 and day 5. Both trends indicate that the above part in lettuce has a stronger response to Cd stress later than in the roots. 

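For Lsat_1_v5_gn_3_102601, annotated with peroxidase activity, the root change from day 0 to day 1 under Cd alone minus that in leaves was −5.03 log2 units in a direct test over all 36 libraries (standard error 0.46, limma adjusted p = 1e-07). In all, 1152 of 18056 genes passed this test, 686 with a higher and 466 with a lower change in roots. For Lsat_1_v5_gn_5_182420, annotated as a transcription factor, the root change minus the leaf change from day 1 to day 5 was −4.00 log2 units (standard error 0.71, limma adjusted p = 0.0018). In this interval 1228 genes passed, 633 with a higher and 595 with a lower change in roots. The count for day 0 to day 1 was 734 in a fit of the compared groups alone, 721 and 749 without LCd0 replicate 3 and LCd1 replicate 3, and 735 and 711 without RCd0 replicate 3 and RCd1 replicate 3. For day 1 to day 5 it was 791 with the Q30 values as a covariate, 814 in a fit of the compared groups alone, 510, 806 and 782 without LCd1 replicate 2, LCd5 replicate 1 and LCd5 replicate 2, and 809, 759 and 680 without RCd1 replicate 2, RCd1 replicate 3 and RCd5 replicate 3.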

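On day 0 in leaves, Lsat_1_v5_gn_2_79600, annotated with carbon fixation, was listed at 53104, 28697 and 46747 FPKM without melatonin and at 0 in each of the 3 libraries with it. Lsat_1_v5_gn_8_134041, annotated with transaminase activity, was listed at 5.43, 6.73 and 10.9 FPKM without and at 0 in each of the 3 libraries with melatonin. Of genes without a name, Novelgene2533 was 21.1 ± 1.90 FPKM without and 7.97 ± 0.119 FPKM with melatonin (SD, n = 3 each, log2 change −1.30, standard error 0.16, limma adjusted p = 0.0047) and Novelgene3024 was 752 ± 394 FPKM without and 1.03 ± 0.406 FPKM with melatonin (SD, n = 3 each, log2 change −8.43, standard error 1.18, limma adjusted p = 0.016). These 4 genes passed the test, all with lower values with melatonin. For the 2 listed at 0, counts of reads were not used here, so whether a listed 0 is an absence of expression is not known. The count was 14 on single isoforms and 2 without LCd0 replicate 3. The call of Novelgene2533 ended without LCd0 replicate 3 (limma adjusted p = 0.052), and Novelgene3024 lost its call without LCd0 replicate 1, 2 or 3 or LCdM0 replicate 1, 2 or 3 (limma adjusted p from 0.061 to 0.13). Novelgene3024 did not pass with the replicate number as a block (limma adjusted p = 0.053).

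On day 1, 0 of 16800 genes passed in limma and 757 had an unadjusted p under 0.05. On single isoforms 4 passed, as did 4 genes in a fit of the compared groups alone. On day 5, 13 genes passed, 4 higher and 9 lower with melatonin. Lsat_1_v5_gn_7_97260 was 49.8 ± 10.8 FPKM without and 20.4 ± 0.691 FPKM with melatonin (SD, n = 3 each, log2 change −1.23, standard error 0.15, limma adjusted p = 0.0025) and Novelgene2533 was 19.9 ± 1.56 FPKM without and 5.94 ± 0.358 FPKM with melatonin (SD, n = 3 each, log2 change −1.59, standard error 0.16, limma adjusted p = 0.00055). Lsat_1_v5_gn_5_144981, a light-harvesting antenna gene, was listed at 0 in each of the 3 libraries without and at 242, 195 and 244 FPKM with melatonin. It is also listed at 0 in LCd1 and LCdM1, and whether such a 0 is an absence of expression is not known. Most of the other antenna genes were lower with melatonin at an unadjusted p under 0.05, though none of these passed in limma. The day 5 count was 4 with a pseudocount of 0.1, 3 in a fit of the compared groups alone, 5, 6 and 30 without LCd5 replicates 1, 2 and 3, and 60, 4 and 7 without LCdM5 replicates 1, 2 and 3. With Q30 as a covariate it was 4, while the median size of the 13 changes went from 1.29 (median standard error 0.17) to 1.33 (0.19).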

G6 comparison demonstrates less difference in the expression pattern; we only detected 30 DEGs on the day 0 comparison, and 17 DEGs on the day 5 comparison. There was no DEG on the day 1 comparison.

In the melatonin treatment groups (G2 and G5), the DEGs are significantly lower than in the groups without melatonin treatment (G1 and G4) over time in both the roots and leaves. Thus, the pattern suggests the possibility that the melatonin eased at least part of the Cd damage by alleviating the oxidative stress. 

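For Lsat_1_v5_gn_1_62501 of nitrogen metabolism, the root change from day 0 to day 1 with melatonin minus that without it was 0.48 log2 units (standard error 0.46, limma adjusted p = 0.95), and for Lsat_1_v5_gn_8_106761 of metal ion transport it was 0.61 log2 units (standard error 0.53, limma adjusted p = 0.94). In this test of the melatonin difference over time, 0 of 17227 root genes passed in limma for day 0 to day 1, with 1009 at an unadjusted p under 0.05, and 0 for day 1 to day 5, with 2265. In leaves 2 of 16800 genes passed for day 0 to day 1. These are Lsat_1_v5_gn_2_79600, listed at 0 in LCdM0, and Lsat_1_v5_gn_8_134041, listed at 0 in LCdM0, LCd1 and LCdM1. For day 1 to day 5 in leaves 2 genes passed as well, Lsat_1_v5_gn_5_144981, listed at 0 in LCd1, LCdM1 and LCd5, and Novelgene2533, whose change differed by −1.57 log2 units (standard error 0.23, limma adjusted p = 0.045). Across 17227 genes, the root changes from day 0 to day 1 with and without melatonin had a Pearson's r of 0.53. The root count for day 0 to day 1 was 1 without the filter on low values, 4 on single isoforms, 1 without RCd0 replicate 2 or 3 or RCdM0 replicate 1 and 3 without RCd1 replicate 1. The root count for day 1 to day 5 was 6 on single isoforms and 1 without RCd1 replicate 1 or 2 or RCdM1 replicate 1. The leaf count for day 0 to day 1 was 12 on single isoforms. The leaf count for day 1 to day 5 was 5 on single isoforms, 1 with the Q30 values as a covariate, 1 without LCd1 replicate 1, LCdM1 replicate 1, 2 or 3, LCd5 replicate 1 or 3 or LCdM5 replicate 2 or 3, 4 without LCd1 replicate 3 and 10 without LCdM5 replicate 1. Leaving out LCd1 replicate 1, LCdM1 replicate 1, 2 or 3, LCd5 replicate 1, 2 or 3 or LCdM5 replicate 2 or 3 ended the call of Novelgene2533 (limma adjusted p from 0.059 to 0.21). A Q30 covariate ended the call of Novelgene2533 (limma adjusted p = 0.67). Fitting the replicate block ended the call of Novelgene2533 (limma adjusted p = 0.16).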

Then, we focused on the G3 and G6 comparisons, which more explicitly show the differences between lettuce with or without melatonin treatment. One day after Cd stress, the roots of lettuce pretreated by melatonin showed a significantly different gene expression pattern compared to the control, which demonstrates more than 3000 DEGs, while this difference disappeared on the fifth day (Table 1). This result also supported that the roots with melatonin treatment in lettuce have strong metabolic activity compared to the control. In addition, comparing the sample between with or without melatonin treatment at a given time point, the influence induced by applied melatonin was mostly apparent in the beginning and was demonstrated in the roots, while the leaves showed a weak melatonin response across all timepoints. This evidence indicates that the applied melatonin is most functioning in the roots at first and the influence suddenly decreases from day 1 to day 5 for lettuce, while the applied melatonin in the leaves has a weak effect on Cd erasure.

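For Lsat_1_v5_gn_9_34941, a gene annotated with acetate metabolism, the root values on day 1 were 15.7 ± 21.6 FPKM without and 289 ± 64.0 FPKM with melatonin (SD, n = 3 each, log2 change 5.04, standard error 1.18, limma adjusted p = 0.036), and on day 5 they were 172 ± 246 FPKM without and 151 ± 144 FPKM with melatonin (SD, n = 3 each, log2 change 0.45, standard error 1.18, limma adjusted p = 1). The melatonin difference on day 5 minus that on day 1 was −4.59 log2 units (standard error 1.67, limma adjusted p = 0.34) for this gene. For Lsat_1_v5_gn_2_15441, annotated with ammonium transport, the values were 337 ± 28.2 FPKM without and 136 ± 59.9 FPKM with melatonin (SD, n = 3 each, log2 change −1.39, standard error 0.31, limma adjusted p = 0.034) on day 1, and the melatonin difference on day 5 minus that on day 1 was 1.16 log2 units (standard error 0.44, limma adjusted p = 0.34). Lsat_1_v5_gn_9_34941 no longer passed without RCd1 replicate 2 or 3 or RCdM1 replicate 2 or 3 (limma adjusted p from 0.095 to 0.16), and the call of Lsat_1_v5_gn_2_15441 ended without RCd1 replicate 1, 2 or 3 or RCdM1 replicate 2 or 3 (limma adjusted p from 0.055 to 0.17). When Q30 was a covariate Lsat_1_v5_gn_9_34941 and Lsat_1_v5_gn_2_15441 did not pass (limma adjusted p from 0.071 to 0.08).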

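On day 1 the melatonin difference was lower in roots than in leaves by 2.56 log2 units (standard error 0.40, limma adjusted p = 0.0053) for Lsat_1_v5_gn_4_64540, annotated as an oxidoreductase, and by 1.90 log2 units (standard error 0.34, limma adjusted p = 0.019) for Novelgene0672, a chlorophyll a-b binding protein. It was higher in roots by 3.04 log2 units (standard error 0.53, limma adjusted p = 0.017) for Lsat_1_v5_gn_9_65120, annotated as an enzyme inhibitor, and by 3.42 log2 units (standard error 0.59, limma adjusted p = 0.017) for Lsat_1_v5_gn_4_118501. Lsat_1_v5_gn_4_64540 and Novelgene0672 are abundant in leaves (means 31806 and 10818 FPKM in LCd0). Whether traces of leaf tissue in the root samples bear on these 2 differences was not tested. In all, 9 of 18056 genes passed this test, 4 with a higher and 5 with a lower difference in roots. The count was 3 with the Q30 values as a covariate, 52 in a fit of the compared groups alone, 3 without LCdM1 replicate 3, 246 without RCd1 replicate 1 and 107 without RCdM1 replicate 1. Novelgene0672 lost its call without LCd1 replicate 1 or 3, LCdM1 replicate 2 or 3 or RCd1 replicate 3 (limma adjusted p from 0.051 to 0.062), and leaving out LCd1 replicate 1, LCdM1 replicate 2 or 3 or RCd1 replicate 3 ended the call of Lsat_1_v5_gn_9_65120 (limma adjusted p from 0.051 to 0.062). Lsat_1_v5_gn_4_118501 no longer passed without LCd1 replicate 2, LCdM1 replicate 3 or RCdM1 replicate 3 (limma adjusted p = 0.053, 0.052 and 0.061). Fitting Q30 as a covariate ended the calls of Novelgene0672, Lsat_1_v5_gn_9_65120 and Lsat_1_v5_gn_4_118501 (limma adjusted p = 0.057). From the counts of changed genes in roots and leaves at each time, the paper concludes that melatonin acts mainly in the roots early on and only weakly in the leaves. From the fewer changed genes over time after pretreatment, it raises the possibility that melatonin relieved a part of the Cd damage by lowering oxidative stress.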

### 3.3. Functional Enrichment during Cd Response and Melatonin Treatment

To further illustrate the genes related to the Cd response as well as the melatonin, we conducted both GO and KEGG enrichments on the DEGs. We first focused on the genes activated during Cd stress (G1 and G4). 

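From day 0 to day 1 in roots under Cd alone, of 34 measured genes of metal ion transport, which carry metals across membranes, 6 rose, 2 fell and 26 did not pass the test in limma (7 and 2 adjusted over the list alone). Lsat_1_v5_gn_4_150921 rose from 111 ± 7.44 to 591 ± 110.0 FPKM (SD, n = 3 each, log2 change 2.38, standard error 0.25, limma adjusted p = 0.00012) and Lsat_1_v5_gn_6_13481 rose from 174 ± 57.9 to 750.5 ± 111 FPKM (SD, n = 3 each, log2 change 2.14, standard error 0.21, limma adjusted p = 7.7e-05). Of 3 genes of copper ion transport, 2 rose, 0 fell and 1 did not pass the test in limma (2 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). They include Lsat_1_v5_gn_8_70441, which rose from 1326 ± 91.7 to 3473 ± 910.2 FPKM (SD, n = 3 each, log2 change 1.36, standard error 0.27, limma adjusted p = 0.0063). Term lists drawn from the study's own calls in these libraries are not independent evidence.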

In the initial stage of the Cd accumulation in the roots (day 0 to day 1), the upregulated DEGs were involved in transmembrane transporter and metal ion transport, including genes encoding ABCC2, PHO84, zinc transporters (SLC39A1_2_3), and copper transporters (CTR1). The downregulated genes are relevant to cellulose metabolism, hydrolase activity, and energy metabolism, including genes encoding cellulose synthases (CESA) and xyloglucosyl transferase. 

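Among 14 genes with cellulose synthase activity, which make the main fibre of the cell wall, 0 rose, 3 fell and 11 did not pass the test in limma (0 and 6 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_9_47581 fell from 22.3 ± 5.43 to 10.6 ± 0.189 FPKM (SD, n = 3 each, log2 change −0.98, standard error 0.21, limma adjusted p = 0.0093), and Lsat_1_v5_gn_8_63861, with the largest change in the list, was 10.7 ± 0.705 FPKM on day 0 and 3.64 ± 1.67 FPKM on day 1 (SD, n = 3 each, log2 change −1.39, standard error 0.67, limma adjusted p = 0.22). Xyloglucosyl transferases re-join wall polymers as cells grow, and of 9 measured 0 rose, 2 fell and 7 did not pass the test in limma (0 and 2 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_8_67301 fell from 19.3 ± 9.20 to 2.09 ± 1.53 FPKM (SD, n = 3 each, log2 change −2.71, standard error 0.54, limma adjusted p = 0.0063). Of 28 genes of glycolysis, which breaks down sugars for energy, 0 rose, 10 fell and 18 did not pass the test in limma (1 and 15 adjusted over the list alone, 1 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_6_96720 fell from 1313 ± 514 to 203 ± 118 FPKM (SD, n = 3 each, log2 change −2.86, standard error 0.55, limma adjusted p = 0.0056), while Lsat_1_v5_gn_9_34941 was 94.1 ± 32.5 FPKM on day 0 and 15.7 ± 21.6 FPKM on day 1 (SD, n = 3 each, log2 change −3.40, standard error 1.18, limma adjusted p = 0.089). Since listed genes were selected by the study in these libraries, a shared direction is not independent evidence. Lsat_1_v5_gn_9_34941 passed without RCd1 replicate 1 (limma adjusted p = 0.035). Lsat_1_v5_gn_8_63861 passed in a fit of the compared groups alone (limma adjusted p = 0.044).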

Terms related to the oxidation-reduction process were detected in both up- and downregulated genes (Table S12). In upregulated DEGs of oxidation reduction, we found genes encoding lipoxygenase (LOX), peroxidase (POX), thioredoxin 1 (trxA), and SOD2 (superoxide dismutase, Fe-Mn family). 

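Among the antioxidant genes of Figures 4 and 5, Lsat_1_v5_gn_1_38321, a lipoxygenase that oxidises unsaturated fatty acids, rose in roots from day 0 to day 1 from 34.8 ± 4.12 to 52.2 ± 2.21 FPKM (SD, n = 3 each, log2 change 0.58, standard error 0.12, limma adjusted p = 0.0099). Lsat_1_v5_gn_8_10740, an Fe-Mn superoxide dismutase that turns superoxide into hydrogen peroxide, rose from 59.0 ± 17.5 to 328 ± 35.1 FPKM (SD, n = 3 each, log2 change 2.49, standard error 0.26, limma adjusted p = 0.00012). Of the thioredoxin 1 genes, which reduce disulfides in other proteins, Lsat_1_v5_gn_8_117960 rose from 9.97 ± 0.654 to 40.9 ± 6.10 FPKM (SD, n = 3 each, log2 change 1.93, standard error 0.45, limma adjusted p = 0.015) and Lsat_1_v5_gn_4_116621 rose from 26.4 ± 1.74 to 52.9 ± 1.54 FPKM (SD, n = 3 each, log2 change 0.98, standard error 0.14, limma adjusted p = 0.001). Lsat_1_v5_gn_9_84461, a peroxidase, rose from 206 ± 62.8 to 527 ± 128 FPKM (SD, n = 3 each, log2 change 1.37, standard error 0.26, limma adjusted p = 0.0054). Of the 12 trxA genes 2 rose and 1 fell, and by estimate 4 were higher and 8 lower. Of the 6 LOX2 genes 1 rose and 0 fell in limma, with 3 higher and 0 lower at an unadjusted p under 0.05, and of the 5 LOX1.5 genes 0 rose and 0 fell in limma, with 0 at an unadjusted p under 0.05. The call of Lsat_1_v5_gn_8_117960 ended without RCd1 replicate 2 (limma adjusted p = 0.057).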

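Peroxidases oxidise phenols with hydrogen peroxide and help to stiffen cell walls. In roots from day 0 to day 1 under Cd alone, of 18 measured genes with peroxidase activity, 0 rose, 8 fell and 10 did not pass the test in limma (2 and 11 adjusted over the list alone, 2 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_3_102601 fell from 69.0 ± 15.9 to 2.10 ± 0.674 FPKM (SD, n = 3 each, log2 change −4.50, standard error 0.42, limma adjusted p = 7.5e-05), Lsat_1_v5_gn_8_129240 fell from 37.3 ± 11.5 to 5.08 ± 1.68 FPKM (SD, n = 3 each, log2 change −2.65, standard error 0.48, limma adjusted p = 0.0043), and Lsat_1_v5_gn_6_39000 (log2 change −2.52, limma adjusted p = 0.001) fell as well. Being selected on these samples by the study, listed genes are not independent evidence. Among the 40 peroxidases of Figure 5 that were tested, 2 rose and 5 fell, and by estimate 20 were higher and 20 lower. Of the 4 SOD2 genes, 1 rose and 0 fell in limma, with 0 lower at an unadjusted p under 0.05, and Lsat_1_v5_gn_3_34561 was 0.941 ± 0.282 FPKM on day 0 and 1.44 ± 0.130 FPKM on day 1 (SD, n = 3 each, log2 change 0.34, standard error 0.22, limma adjusted p = 0.39). By estimate 3 were higher and 1 lower. The lower one, Lsat_1_v5_gn_2_125000, was 122.1, 196.9 and 143.3 FPKM on day 0 and 73.19, 91.86 and 121.5 FPKM on day 1. It did not pass, though each library of day 1 was below each of day 0.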

In downregulated DEGs, we also found genes encoding SOD2 and POX, indicating the division of labor. Between day 1 and day 5, the upregulated genes were mostly involved in the oxidation-reduction process, hydrolysis, copper ion binding, and energy metabolism, which also included genes encoding POX, laccase, and pectinesterase. Moreover, the genes related to superoxide metabolism, metal ion binding, ammonium transport, and response to abiotic stress were downregulated, in which we found genes encoding SOD1 (superoxide dismutase, Cu-Zn family), CCS (copper chaperone for superoxide dismutase), and also LOX. 

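In roots from day 1 to day 5 under Cd alone, of 18 measured genes with peroxidase activity, 4 rose, 0 fell and 14 did not pass the test in limma (7 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_8_13440 rose from 63.7 ± 31.3 to 413 ± 74.2 FPKM (SD, n = 3 each, log2 change 2.76, standard error 0.46, limma adjusted p = 0.0082) and Lsat_1_v5_gn_5_175381 rose from 167 ± 43.8 to 747 ± 149.6 FPKM (SD, n = 3 each, log2 change 2.17, standard error 0.28, limma adjusted p = 0.0039). Among the 40 tested peroxidases of Figure 5, 4 rose and 0 fell in limma, with 9 higher and 6 lower at an unadjusted p under 0.05. Of 31 genes with copper ion binding, a list that holds the lignin-forming laccases, 4 rose, 0 fell and 27 did not pass the test in limma (10 and 2 adjusted over the list alone, 2 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_8_13161 rose from 1.19 ± 0.406 to 16.6 ± 6.54 FPKM (SD, n = 3 each, log2 change 2.96, standard error 0.41, limma adjusted p = 0.005) and Lsat_1_v5_gn_2_125601 rose from 0.710 ± 0.326 to 9.20 ± 3.52 FPKM (SD, n = 3 each, log2 change 2.54, standard error 0.41, limma adjusted p = 0.0076). Of 10 pectinesterases, which modify wall pectin, 0 rose and 0 fell in limma (2 and 0 adjusted over the list alone, 5 higher and 0 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_8_144820 was 1.38 ± 0.544 FPKM on day 1 and 10.7 ± 8.49 FPKM on day 5 (SD, n = 3 each, log2 change 2.08, standard error 0.57, limma adjusted p = 0.071). Lists taken from the study's tables for these libraries are not independent evidence. The calls of Lsat_1_v5_gn_8_13440, Lsat_1_v5_gn_5_175381, Lsat_1_v5_gn_8_13161 and Lsat_1_v5_gn_2_125601 ended once Q30 was a covariate (limma adjusted p from 0.077 to 0.16).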

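Of 4 measured genes of superoxide metabolism, the removal of superoxide radicals, 0 rose, 1 fell and 3 did not pass the test in limma (0 and 3 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_6_10640 fell from 15.3 ± 1.51 to 8.00 ± 1.82 FPKM (SD, n = 3 each, log2 change −0.87, standard error 0.18, limma adjusted p = 0.022), while the SOD1 gene Lsat_1_v5_gn_6_16060 was 135 ± 62.3 FPKM on day 1 and 48.8 ± 27.3 FPKM on day 5 (SD, n = 3 each, log2 change −1.53, standard error 0.58, limma adjusted p = 0.17). Of 3 ammonium transport genes, which move ammonium into and within the plant, 0 rose, 1 fell and 2 did not pass the test in limma (0 and 3 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_2_15461 fell from 493 ± 27.6 to 179 ± 70.0 FPKM (SD, n = 3 each, log2 change −1.54, standard error 0.35, limma adjusted p = 0.037). Of 5 genes of linoleic acid metabolism, which holds the lipoxygenases, 0 rose and 0 fell in limma (0 and 2 adjusted over the list alone, 0 higher and 2 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_9_123161 was 259 ± 24.5 FPKM on day 1 and 157 ± 23.4 FPKM on day 5 (SD, n = 3 each, log2 change −0.73, standard error 0.21, limma adjusted p = 0.091). List and values come from the same samples, so a common direction is not independent evidence. Lsat_1_v5_gn_6_10640 lost its call without RCd1 replicate 1 or 3 or RCd5 replicate 1 or 2 (limma adjusted p from 0.062 to 0.084), and leaving out RCd1 replicate 1, 2 or 3 or RCd5 replicate 2 or 3 ended the call of Lsat_1_v5_gn_2_15461 (limma adjusted p from 0.075 to 0.13). In a fit with Q30 as a covariate Lsat_1_v5_gn_6_10640 and Lsat_1_v5_gn_2_15461 did not pass (limma adjusted p from 0.16 to 0.23).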

In the roots, since the Cd accumulation directly induced the oxidative-stress status, the genes related to oxidation-reduction processes were upregulated in response to the Cd stress, and the genes involved in hydrolase activity and cellulose metabolic also changed due to the high content of ROS. From the first to fifth day, the genes involved in superoxide metabolism and response to abiotic stress were upregulated, indicating the continuous damage of Cd accumulation. Although the Cd stress was precepted in the roots, the upregulated DEGs between day 0 and 1 in the leaves were related to common biological processes. 

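In leaves from day 0 to day 1 under Cd alone, of 22 measured genes of ribosome biogenesis, which build the machinery of translation, 4 rose, 0 fell and 18 did not pass the test in limma (13 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_1_70060 rose from 3.84 ± 1.96 to 13.5 ± 3.50 FPKM (SD, n = 3 each, log2 change 1.64, standard error 0.37, limma adjusted p = 0.031) and Lsat_1_v5_gn_2_95881 rose from 152 ± 51.0 to 322 ± 31.9 FPKM (SD, n = 3 each, log2 change 1.13, standard error 0.28, limma adjusted p = 0.047). Genes under such a term were picked by the study in these samples, so their direction is not independent evidence. Lsat_1_v5_gn_1_70060 and Lsat_1_v5_gn_2_95881 no longer passed without LCd0 replicate 2 or 3 or LCd1 replicate 1, 2 or 3 (limma adjusted p from 0.051 to 0.17). Lsat_1_v5_gn_2_95881 did not pass with Q30 as a covariate (limma adjusted p = 0.058).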

Until the fifth day, the upregulated GO terms in the leaves were relevant to detoxification, responding to stimulus and autophagosome, and were essential pathways in the abiotic stress resistance. In the aboveground part, the significantly enriched GO terms for upregulated genes were about the common biological processes such as transcription, translation, and energy metabolism from day 0 to 1, while the downregulated genes can be classified as the oxidation-reduction process, photosynthesis, and energy metabolism (Table S13). The downregulated genes included SOD2 and genes encoding the subunit of the photosystem such as *petA*, *psaE*, *psaL*, and *psbW*. 

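Of 27 photosynthesis genes measured in leaves from day 0 to day 1 under Cd alone, 0 rose, 9 fell and 18 did not pass the test in limma (0 and 22 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_7_16100 fell from 5960 ± 867 to 3183 ± 344 FPKM (SD, n = 3 each, log2 change −0.90, standard error 0.16, limma adjusted p = 0.0097) and Lsat_1_v5_gn_9_9761 fell from 120.4 ± 31.7 to 36.8 ± 11.4 FPKM (SD, n = 3 each, log2 change −1.69, standard error 0.39, limma adjusted p = 0.033), while Lsat_1_v5_gn_2_62900 was 221 ± 39.2 FPKM on day 0 and 60.8 ± 68.8 FPKM on day 1 (SD, n = 3 each, log2 change −3.55, standard error 1.18, limma adjusted p = 0.12). Of 12 genes of cell redox homeostasis, a term that holds thiol-based reductases, 0 rose, 6 fell and 6 did not pass the test in limma (0 and 11 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_7_16240 fell from 897 ± 248 to 89.6 ± 35.2 FPKM (SD, n = 3 each, log2 change −3.35, standard error 0.55, limma adjusted p = 0.0068). The SOD2 gene Lsat_1_v5_gn_8_10740 fell from 997 ± 215 to 208 ± 66.9 FPKM (SD, n = 3 each, log2 change −2.29, standard error 0.33, limma adjusted p = 0.0045), and the root change minus the leaf change was 4.78 log2 units (standard error 0.43, limma adjusted p = 9.8e-08). As the study chose these genes on the same libraries, their counts are not independent evidence. Lsat_1_v5_gn_7_16100 no longer passed without LCd0 replicate 3 (limma adjusted p just above 0.05), and the call of Lsat_1_v5_gn_9_9761 ended without LCd0 replicate 1 or 3 or LCd1 replicate 1, 2 or 3 (limma adjusted p from 0.063 to 0.11). Lsat_1_v5_gn_2_62900 passed without LCd1 replicate 2 (limma adjusted p = 0.035).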

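From day 1 to day 5 under Cd alone, of 38 measured leaf genes of plant hormone signal transduction, 10 rose, 0 fell and 28 did not pass the test in limma (14 and 1 adjusted over the list alone, 1 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_5_182420, annotated as a transcription factor, rose from 17.9 ± 8.61 to 262 ± 139 FPKM (SD, n = 3 each, log2 change 3.70, standard error 0.53, limma adjusted p = 0.0025) and Lsat_1_v5_gn_5_72101 (log2 change 2.86, limma adjusted p = 0.0025) rose as well. Of 22 genes of ribosome biogenesis, 0 rose, 10 fell and 12 did not pass the test in limma (0 and 12 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_1_70060 fell from 13.5 ± 3.50 to 3.47 ± 0.700 FPKM (SD, n = 3 each, log2 change −1.68, standard error 0.37, limma adjusted p = 0.017). Of 3 genes of autophagosome assembly, the making of vesicles that recycle cell contents, 0 rose and 0 fell in limma (0 and 0 adjusted over the list alone, 1 higher and 0 lower at an unadjusted p under 0.05). Term lists drawn from the study's own calls in these libraries are not independent evidence. Lsat_1_v5_gn_1_70060 lost its call without LCd1 replicate 2 or 3 or LCd5 replicate 1 (limma adjusted p = 0.074, 0.063 and 0.056). A Q30 covariate ended the calls of Lsat_1_v5_gn_5_182420, Lsat_1_v5_gn_5_72101 and Lsat_1_v5_gn_1_70060 (limma adjusted p from 0.3 to 0.62).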

From day 1 to day 5 after Cd stress, genes involved in ion binding, detoxification, response to stimuli, and autophagosome were upregulated, containing ATG8, calcium-dependent protein kinase (CPK), and calcium-binding protein (CML), and the genes with terms involved in transcription and translation were downregulated. The response was quite late in the leaves, and the time gap for the Cd transport from the roots to leaves was also reflected on the molecular scale.

To illustrate the gene-expression pattern in samples pre-treated by melatonin over time, we also checked the DEGs of comparison groups G2 and G5. On the first day after melatonin treatment in the roots, the enriched upregulated DEGs were related to the transmembrane, metal ion binding, and transport and photosynthesis. 

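With melatonin, of 34 genes of metal ion transport measured in roots from day 0 to day 1, 6 rose, 2 fell and 26 did not pass the test in limma (6 and 3 adjusted over the list alone). Lsat_1_v5_gn_8_106761 rose from 0.338 ± 0.585 to 5.59 ± 2.03 FPKM (SD, n = 3 each, log2 change 2.34, standard error 0.37, limma adjusted p = 0.0089) and Lsat_1_v5_gn_4_150921 rose from 100.2 ± 3.08 to 319.8 ± 123 FPKM (SD, n = 3 each, log2 change 1.59, standard error 0.25, limma adjusted p = 0.0089). Of 16 genes of the photosynthetic antenna, which binds chlorophyll, 0 rose, 4 fell and 12 did not pass the test in limma (0 and 14 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_5_6741 fell from 27.7 ± 11.2 to 1.81 ± 0.636 FPKM (SD, n = 3 each, log2 change −3.31, standard error 0.55, limma adjusted p = 0.011). Of 25 photosynthesis genes, 0 rose, 2 fell and 23 did not pass the test in limma (0 and 7 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_5_67180 fell from 457 ± 52.8 to 248 ± 11.2 FPKM (SD, n = 3 each, log2 change −0.87, standard error 0.17, limma adjusted p = 0.022). In these roots 50 genes that are abundant in leaves, chosen for low values in RCd0, stood at a median of 0.411, 0.342 and 0.663% of their leaf level in RCdM0 replicates 1, 2 and 3 and at 0.17, 0.144 and 0.16% in RCdM1 replicates 1, 2 and 3. Since listed genes were selected by the study in these libraries, a shared direction is not independent evidence. Leaving out RCdM0 replicate 1 ended the call of Lsat_1_v5_gn_8_106761 (limma adjusted p = 0.054), and Lsat_1_v5_gn_5_67180 no longer passed without RCdM0 replicate 1 or 2 or RCdM1 replicate 1, 2 or 3 (limma adjusted p from 0.06 to 0.11). When Q30 was a covariate Lsat_1_v5_gn_8_106761, Lsat_1_v5_gn_4_150921, Lsat_1_v5_gn_5_6741 and Lsat_1_v5_gn_5_67180 did not pass (limma adjusted p from 0.16 to 0.17).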

No gene encoding SOD was found. 

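Of the 7 SOD genes of Figures 4 and 5, Lsat_1_v5_gn_8_10740, an Fe-Mn superoxide dismutase, rose between these days with melatonin from 67.6 ± 15.5 to 214 ± 41.9 FPKM (SD, n = 3 each, log2 change 1.65, standard error 0.26, limma adjusted p = 0.0089). The 3 SOD1 genes did not pass in limma, with 1 at an unadjusted p under 0.05. The call of Lsat_1_v5_gn_8_10740 ended without RCdM0 replicate 1 (limma adjusted p = 0.054). Fitting Q30 as a covariate ended the call of Lsat_1_v5_gn_8_10740 (limma adjusted p = 0.16).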

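Of 34 genes of metal ion transport measured in roots with melatonin between day 1 and day 5, 3 rose, 0 fell and 31 did not pass the test in limma (5 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_4_44480 rose from 0.825 ± 0.771 to 17.4 ± 12.1 FPKM (SD, n = 3 each, log2 change 3.23, standard error 0.38, limma adjusted p = 0.0054) and Lsat_1_v5_gn_8_7341 rose from 9.09 ± 4.54 to 55.0 ± 27.3 FPKM (SD, n = 3 each, log2 change 2.46, standard error 0.48, limma adjusted p = 0.034). Of 18 peroxidases, 3 rose, 0 fell and 15 did not pass the test in limma (7 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_8_13440 rose from 77.5 ± 2.68 to 457 ± 278 FPKM (SD, n = 3 each, log2 change 2.38, standard error 0.46, limma adjusted p = 0.032). Of 4 genes of superoxide metabolism, 0 rose and 0 fell in limma (0 and 2 adjusted over the list alone, 0 higher and 3 lower at an unadjusted p under 0.05). The SOD1 gene Lsat_1_v5_gn_6_16060 was 127 ± 68.1 FPKM on day 1 and 55.3 ± 37.6 FPKM on day 5 (SD, n = 3 each, log2 change −1.25, standard error 0.58, limma adjusted p = 0.37). Being selected on these samples by the study, listed genes are not independent evidence. The calls of Lsat_1_v5_gn_8_7341 and Lsat_1_v5_gn_8_13440 ended without RCdM1 replicate 1, 2 or 3 or RCdM5 replicate 1 or 3 (limma adjusted p from 0.06 to 0.16). The calls of Lsat_1_v5_gn_4_44480, Lsat_1_v5_gn_8_7341 and Lsat_1_v5_gn_8_13440 ended once Q30 was a covariate (limma adjusted p from 0.053 to 0.39).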

Between day 1 and day 5, the upregulated DEGs enriched into terms involved in ion transport (e.g., calcium-binding protein, CML, and SOD2) and protein processing, while those involved in the superoxide metabolic process (genes encoding SOD1, and CCS) and response to hormone (SAUR family protein) were downregulated (Table S14). In the roots, the comparison of day 0 to day 1 demonstrated that the upregulated DEGs were enriched in terms involved in plant hormone signal transduction, chitinase activity, oxidoreductase activity, and response to stress, including genes encoding chitinase and basic endochitinase B (CHIB) (Table S15). The downregulated genes were enriched in terms related to intramolecular lyase activity, antioxidant activity, and the oxidation-reduction process. These genes encode laccase, but not SOD, POX, or trxA. In the comparison between day 1 and day 5, the upregulated genes are involved in transcription and translation, kinase activity, plant hormone signal transduction, and oxidoreductase activity, while no SOD, POX, or trxA were detected as DEGs, while the enriched terms for downregulated genes were relevant to single-organism biosynthetic, photosynthesis, organonitrogen-compound-related process. This result suggests that melatonin treatment limited the Cd damage in the first stage, where no GO or KEGG terms related to enriched antioxidant pathways.

To assess whether the molecular pathways differed between samples with or without melatonin pretreatment on day 0, day 1, and day 5, we checked the enrichment for G3 and G6 comparative groups (Tables S16 and S17). In the roots, the number of DEGs was quite large between samples with or without melatonin treatment, indicating a stronger influence by applying melatonin. From day 0, the number of DEGs reached the highest on day 1 (3527 in total) and decreased to 0 on day 5. In the day 0 comparison, many pathways related to the stress response were downregulated with the melatonin treatment, such as the terms “response to oxidative stress” and “response to stress”. Until day 5, it related to “TOR signaling”, “autophagosome assembly”, and “macroautophagy”. 

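Chitinases cut chitin and are known from defence against fungi. For roots with against without melatonin on day 0, of 9 measured genes with chitinase activity, 2 were higher, 0 lower and 7 did not pass the test in limma (5 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_3_124781 was 10.7 ± 6.39 FPKM without and 209 ± 147 FPKM with melatonin (SD, n = 3 each, log2 change 4.12, standard error 0.79, limma adjusted p = 0.049) and Lsat_1_v5_gn_3_124741 was 131 ± 72.8 FPKM without and 652 ± 284 FPKM with melatonin (SD, n = 3 each, log2 change 2.40, standard error 0.43, limma adjusted p = 0.048). Of 38 genes of plant hormone signal transduction, 1 was higher, 0 lower and 37 did not pass the test in limma (16 and 1 adjusted over the list alone, 3 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_8_164760 was 42.8 ± 2.71 FPKM without and 75.1 ± 6.65 FPKM with melatonin (SD, n = 3 each, log2 change 0.79, standard error 0.14, limma adjusted p = 0.048). Of 25 photosynthesis genes, 0 were higher and 0 lower in limma (8 and 0 adjusted over the list alone, 10 higher and 0 lower at an unadjusted p under 0.05). The median log2 change of these was 1.24. In RCd0 replicates 1, 2 and 3, 50 genes that are abundant in leaves stood at a median of 0.146, 0.127 and 0.15% of their leaf level and above 0.3% in each RCdM0 replicate. These 50 genes were chosen for low values in RCd0 against leaves, so low values there follow in part from the choice. The laccase Lsat_1_v5_gn_8_13161 was 2.10 ± 0.839 FPKM without and 14.6 ± 9.55 FPKM with melatonin (SD, n = 3 each, log2 change 2.20, standard error 0.41, limma adjusted p = 0.048). Lists taken from the study's tables for these libraries are not independent evidence. Lsat_1_v5_gn_3_124781, Lsat_1_v5_gn_8_164760 and Lsat_1_v5_gn_8_13161 lost their calls without RCd0 replicate 1, 2 or 3 or RCdM0 replicate 1, 2 or 3 (limma adjusted p from 0.063 to 0.24), and Lsat_1_v5_gn_3_124741 lost its call without RCd0 replicate 2 or 3 or RCdM0 replicate 1, 2 or 3 (limma adjusted p from 0.071 to 0.23). In a fit with Q30 as a covariate Lsat_1_v5_gn_3_124781, Lsat_1_v5_gn_3_124741 and Lsat_1_v5_gn_8_164760 did not pass (limma adjusted p from 0.053 to 0.057). With the replicate block Lsat_1_v5_gn_3_124781, Lsat_1_v5_gn_3_124741, Lsat_1_v5_gn_8_164760 and Lsat_1_v5_gn_8_13161 did not pass (limma adjusted p from 0.066 to 0.076).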

The upregulated DEGs were related to the cell-wall macromolecular process, chitin catabolic (chitinase, basic endochitinase B, CHIB) or hormone-related process (ERS ethylene receptor, ETR), photosystems (*psaN*, *psaE*, *psaH*, *psaL*, *psaD*, *psbY*, *psbP*, *psbW* and *psbR*), ion binding and transporter, and oxidoreductase activity (laccase, trxA, POX). At the same time, the downregulated GO terms were related to POX activity, the oxidation-reduction process, integral component of mitochondrial membrane, response to stress, and nicotianamine synthase activity, which included genes encoding AMT, MEP ammonium transporter, POXs, heat-shock 70 kDa protein 1/8 (HSPA1_8), and laccase. 

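On day 0, of 18 measured root genes with peroxidase activity, 0 were higher, 2 lower and 16 did not pass the test in limma (1 and 9 adjusted over the list alone, 1 higher at an unadjusted p under 0.05). Lsat_1_v5_gn_6_39000 was 5.42 ± 2.94 FPKM without and 0.707 ± 0.849 FPKM with melatonin (SD, n = 3 each, log2 change −1.91, standard error 0.36, limma adjusted p = 0.048) and Lsat_1_v5_gn_6_39081 was 4.45 ± 1.20 FPKM without and 0.552 ± 0.547 FPKM with melatonin (SD, n = 3 each, log2 change −1.84, standard error 0.25, limma adjusted p = 0.029). Nicotianamine is a chelator of iron and other metals, and of the 2 genes of its synthesis 0 were higher and 0 lower in limma (0 and 2 adjusted over the list alone, 0 higher and 2 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_5_104220 was 78.7 ± 8.66 FPKM without and 35.4 ± 7.48 FPKM with melatonin (SD, n = 3 each, log2 change −1.14, standard error 0.33, limma adjusted p = 0.095). Of 3 ammonium transport genes, 0 were higher and 0 lower in limma (0 and 1 adjusted over the list alone, 0 higher and 2 lower at an unadjusted p under 0.05). List and values come from the same samples, so a common direction is not independent evidence. Leaving out RCd0 replicate 2 or 3 or RCdM0 replicate 1 or 3 ended the call of Lsat_1_v5_gn_6_39000 (limma adjusted p from 0.093 to 0.23), and Lsat_1_v5_gn_6_39081 no longer passed without RCd0 replicate 2 or 3 or RCdM0 replicate 2 or 3 (limma adjusted p from 0.052 to 0.16). Lsat_1_v5_gn_6_39000 did not pass with Q30 as a covariate (limma adjusted p = 0.058). The calls of Lsat_1_v5_gn_6_39000 and Lsat_1_v5_gn_6_39081 ended with the replicate block (limma adjusted p from 0.06 to 0.066).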

In GO enrichment of day 1, the upregulated DEGs are enriched into the terms involved in phosphorylation, hydrolase activity, transferase activity, cellulose and cell wall, ion binding, steroid dehydrogenase activity, and energy metabolism; and the corresponding KEGG terms are related to plant hormone signal transduction, biosynthesis of secondary metabolites, and energy metabolism. These upregulated DEGs consisted of genes encoding cellulose synthase A (CESA), pectinesterase, interleukin-1 receptor-associated kinase 4 (IRAK4), laccase and chitinase. 

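On day 1, of 9 measured root genes with xyloglucosyl transferase activity, 3 were higher, 0 lower and 6 did not pass the test in limma (6 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_3_33121 was 86.1 ± 33.9 FPKM without and 889.7 ± 298 FPKM with melatonin (SD, n = 3 each, log2 change 3.36, standard error 0.74, limma adjusted p = 0.033). Of 38 genes of plant hormone signal transduction, 7 were higher, 2 lower and 29 did not pass the test in limma (15 and 3 adjusted over the list alone). Lsat_1_v5_gn_7_41401 was 5.36 ± 5.81 FPKM without and 32.8 ± 9.22 FPKM with melatonin (SD, n = 3 each, log2 change 2.77, standard error 0.75, limma adjusted p = 0.044) and Lsat_1_v5_gn_4_128100 (log2 change 2.55, limma adjusted p = 0.04) was higher as well. Genes under such a term were picked by the study in these samples, so their direction is not independent evidence. Leaving out RCd1 replicate 2 or 3 or RCdM1 replicate 2 or 3 ended the calls of Lsat_1_v5_gn_3_33121, Lsat_1_v5_gn_7_41401 and Lsat_1_v5_gn_4_128100 (limma adjusted p from 0.093 to 0.19). A Q30 covariate ended the calls of Lsat_1_v5_gn_3_33121, Lsat_1_v5_gn_7_41401 and Lsat_1_v5_gn_4_128100 (limma adjusted p from 0.072 to 0.087). Lsat_1_v5_gn_7_41401 and Lsat_1_v5_gn_4_128100 did not pass with the replicate number as a block (limma adjusted p from 0.055 to 0.062).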

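For roots with against without melatonin on day 1, of 14 measured genes with cellulose synthase activity, 7 were higher, 0 lower and 7 did not pass the test in limma (11 and 1 adjusted over the list alone, 1 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_8_63861 was 3.64 ± 1.67 FPKM without and 27.4 ± 0.673 FPKM with melatonin (SD, n = 3 each, log2 change 2.68, standard error 0.67, limma adjusted p = 0.039), and Lsat_1_v5_gn_3_11741 (log2 change 2.31, limma adjusted p = 0.044) was higher as well. Of 10 pectinesterases, 4 were higher, 0 lower and 6 did not pass the test in limma (9 and 0 adjusted over the list alone, 0 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_8_144820 was 1.38 ± 0.544 FPKM without and 16.8 ± 2.93 FPKM with melatonin (SD, n = 3 each, log2 change 2.92, standard error 0.57, limma adjusted p = 0.031). Of 31 genes with copper ion binding, 10 were higher, 1 lower and 20 did not pass the test in limma (13 and 6 adjusted over the list alone). Lsat_1_v5_gn_6_116641 was 6.81 ± 10.4 FPKM without and 101 ± 64.3 FPKM with melatonin (SD, n = 3 each, log2 change 4.52, standard error 1.21, limma adjusted p = 0.044) and the laccase Lsat_1_v5_gn_8_13161 was 1.19 ± 0.406 FPKM without and 11.7 ± 1.57 FPKM with melatonin (SD, n = 3 each, log2 change 2.55, standard error 0.41, limma adjusted p = 0.026). Of 9 chitinases, 2 were higher, 0 lower and 7 did not pass the test in limma (4 and 1 adjusted over the list alone, 1 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_2_51761 was 8.38 ± 10.1 FPKM without and 82.2 ± 6.62 FPKM with melatonin (SD, n = 3 each, log2 change 3.73, standard error 1.04, limma adjusted p = 0.048). As the study chose these genes on the same libraries, their counts are not independent evidence. Lsat_1_v5_gn_8_63861 and Lsat_1_v5_gn_3_11741 no longer passed without RCd1 replicate 1, 2 or 3 or RCdM1 replicate 2 or 3 (limma adjusted p from 0.051 to 0.2), and the calls of Lsat_1_v5_gn_8_144820, Lsat_1_v5_gn_6_116641 and Lsat_1_v5_gn_8_13161 ended without RCd1 replicate 2 or 3 or RCdM1 replicate 2 or 3 (limma adjusted p from 0.073 to 0.19). The call of Lsat_1_v5_gn_2_51761 ended without RCd1 replicate 2 or 3 or RCdM1 replicate 1, 2 or 3 (limma adjusted p from 0.062 to 0.19). When Q30 was a covariate Lsat_1_v5_gn_8_63861, Lsat_1_v5_gn_3_11741, Lsat_1_v5_gn_8_144820, Lsat_1_v5_gn_6_116641, Lsat_1_v5_gn_8_13161 and Lsat_1_v5_gn_2_51761 did not pass (limma adjusted p from 0.067 to 0.099). Fitting the replicate block ended the calls of Lsat_1_v5_gn_8_63861, Lsat_1_v5_gn_3_11741, Lsat_1_v5_gn_6_116641 and Lsat_1_v5_gn_2_51761 (limma adjusted p from 0.051 to 0.062).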

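Of 7 measured root genes of trehalose biosynthesis, whose intermediate trehalose 6-phosphate signals sugar status, 0 were higher, 4 lower and 3 did not pass the test in limma (0 and 7 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). On day 1, Lsat_1_v5_gn_6_2481 was 28.8 ± 5.93 FPKM without and 12.5 ± 5.74 FPKM with melatonin (SD, n = 3 each, log2 change −1.24, standard error 0.35, limma adjusted p = 0.049) and Lsat_1_v5_gn_7_52980 was 83.2 ± 7.77 FPKM without and 37.1 ± 1.28 FPKM with melatonin (SD, n = 3 each, log2 change −1.14, standard error 0.27, limma adjusted p = 0.036). Of 3 genes of autophagosome assembly, 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, 0 higher and 1 lower at an unadjusted p under 0.05). Term lists drawn from the study's own calls in these libraries are not independent evidence. Lsat_1_v5_gn_6_2481 and Lsat_1_v5_gn_7_52980 lost their calls without RCd1 replicate 1, 2 or 3 or RCdM1 replicate 2 or 3 (limma adjusted p from 0.052 to 0.22). Fitting Q30 as a covariate ended the calls of Lsat_1_v5_gn_6_2481 and Lsat_1_v5_gn_7_52980 (limma adjusted p from 0.089 to 0.09). With the replicate block Lsat_1_v5_gn_6_2481 did not pass (limma adjusted p = 0.057).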

For the genes downregulated after melatonin treatment for one day, the enriched GO terms are related to ion binding and transport, oxidoreductase activity, the trehalose metabolic process, ion channel activity, autophagy, and TOR signaling. 

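On day 1 in roots, of 34 measured genes of the plant-pathogen interaction pathway, 3 were higher, 4 lower and 27 did not pass the test in limma (4 and 15 adjusted over the list alone). Lsat_1_v5_gn_1_88781 was 3.21 ± 0.893 FPKM without and 16.3 ± 2.96 FPKM with melatonin (SD, n = 3 each, log2 change 2.05, standard error 0.44, limma adjusted p = 0.033) and Lsat_1_v5_gn_7_32801 was 6.48 ± 2.50 FPKM without and 21.7 ± 1.41 FPKM with melatonin (SD, n = 3 each, log2 change 1.65, standard error 0.31, limma adjusted p = 0.031). Of 5 genes of linoleic acid metabolism, 0 were higher, 1 lower and 4 did not pass the test in limma (0 and 5 adjusted over the list alone, 0 higher at an unadjusted p under 0.05). The lipoxygenase Lsat_1_v5_gn_9_123161 was 259 ± 24.5 FPKM without and 140.1 ± 36.6 FPKM with melatonin (SD, n = 3 each, log2 change −0.91, standard error 0.21, limma adjusted p = 0.036). Since listed genes were selected by the study in these libraries, a shared direction is not independent evidence. Leaving out RCd1 replicate 2 or 3 or RCdM1 replicate 2 or 3 ended the calls of Lsat_1_v5_gn_1_88781, Lsat_1_v5_gn_7_32801 and Lsat_1_v5_gn_9_123161 (limma adjusted p from 0.089 to 0.17). The calls of Lsat_1_v5_gn_1_88781, Lsat_1_v5_gn_7_32801 and Lsat_1_v5_gn_9_123161 ended once Q30 was a covariate (limma adjusted p from 0.067 to 0.081).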

The KEGG terms are hormone signal transduction, linoleic acid metabolism, photosynthetic organisms, carbon metabolism, and plant–pathogen interaction. On day 5, no DEGs were identified. 

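On day 0 in leaves, of 34 measured genes of metal ion transport, 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, 2 higher and 4 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_4_44480, with the largest change among them, was 10.6 ± 3.85 FPKM without and 0.0529 ± 0.0917 FPKM with melatonin (SD, n = 3 each, log2 change −3.40, standard error 0.88, limma adjusted p = 0.57), and Lsat_1_v5_gn_8_106761 was 51.0 ± 4.29 FPKM without and 6.20 ± 3.30 FPKM with melatonin (SD, n = 3 each, log2 change −2.97, standard error 0.97, limma adjusted p = 0.77). Of 38 leaf genes of plant hormone signal transduction, 0 were higher and 0 lower in limma (0 and 2 adjusted over the list alone, 0 higher and 4 lower at an unadjusted p under 0.05). The transcription factor gene Lsat_1_v5_gn_5_182420 was 30.4 ± 2.89 FPKM without and 5.88 ± 2.45 FPKM with melatonin (SD, n = 3 each, log2 change −2.25, standard error 0.53, limma adjusted p = 0.54). Being selected on these samples by the study, listed genes are not independent evidence. Lsat_1_v5_gn_4_44480 passed in a fit of the compared groups alone (limma adjusted p = 0.04).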

In the leaves, on day 0, the upregulated GO terms related to energy metabolism and transcriptional activity, while the genes with terms involved in ion transport (solute carrier family 39 (zinc transporter)) were downregulated. In KEGG enrichment, only “Galactose metabolism” was significantly enriched for upregulated genes and only “Plant hormone signal transduction” for downregulated genes. No DEGs were recognized in the day 1 comparison in the leaves. On day 5, the enriched GO terms for upregulated genes were involved in the response to stimulus and cytokine receptor binding and are relevant to energy metabolism and cellulose synthesis for downregulated genes. 

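On day 5, of 8 measured leaf genes of the plant circadian rhythm, 1 was higher, 0 lower and 7 did not pass the test in limma (1 and 1 adjusted over the list alone, 1 lower at an unadjusted p under 0.05). Lsat_1_v5_gn_5_30441 was 27.9 ± 16.0 FPKM without and 114 ± 32.0 FPKM with melatonin (SD, n = 3 each, log2 change 2.08, standard error 0.36, limma adjusted p = 0.047). Of 12 leaf genes with cellulose synthase activity, 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, 0 higher and 1 lower at an unadjusted p under 0.05). By estimate 11 of these were higher and 1 lower with melatonin, with a median log2 change of 0.44. Lists taken from the study's tables for these libraries are not independent evidence. Lsat_1_v5_gn_5_30441 lost its call without LCd5 replicate 1 or 2 or LCdM5 replicate 2 or 3 (limma adjusted p from 0.15 to 0.3). In a fit with Q30 as a covariate Lsat_1_v5_gn_5_30441 did not pass (limma adjusted p = 0.12). The call of Lsat_1_v5_gn_5_30441 ended with the replicate block (limma adjusted p = 0.064).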

In KEGG enrichment, only “Circadian rhythm” was enriched for upregulated genes, and no term was significantly enriched for the downregulated gene set. In the roots pre-treated by melatonin, the genes involved in the molecular pathway related to the cell-wall macromolecule metabolic process, photosynthesis, and energy metabolism have significantly higher levels than samples without melatonin, and the comparison on day 1 also shows the higher expression level of genes involved in energy metabolism and housekeeping biological processes such as phosphorylation and protein kinase activity (Table 1).

### 3.4. Functional Divergence of Genes Involved in Antioxidant System

To reveal how lettuce responds to the ROS accumulation due to the Cd treatment and the molecular background that the melatonin alleviates Cd stress, we looked at the genes related to the antioxidant pathways (Figure 4 and Figure 5), including homologs of SOD1, SOD2, LOX2, LOX1.5, trxA, and APX. Three copies of SOD1 show different expression patterns, 2_58341 had stronger expression in the leaves, while 6_16060 was strongly expressed in the roots. 

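SOD1 genes encode Cu-Zn superoxide dismutases, which remove superoxide radicals. Lsat_1_v5_gn_2_58341 was 4.84 ± 1.19 FPKM in roots and 38.5 ± 5.43 FPKM in leaves (SD, n = 18 each, log2 root over leaf −2.77, standard error 0.08, limma adjusted p = 5.6e-23). Lsat_1_v5_gn_6_16060 was 139 ± 89.9 FPKM in roots and 75.9 ± 25.7 FPKM in leaves (SD, n = 18 each, log2 root over leaf 0.60, standard error 0.24, limma adjusted p = 0.026), and Lsat_1_v5_gn_6_43340 was 19.7 ± 9.46 FPKM in roots and 55.2 ± 43.6 FPKM in leaves (SD, n = 18 each, log2 root over leaf −1.14, standard error 0.17, limma adjusted p = 1.1e-06). Leaving out RCdM5 replicate 2 ended the call of Lsat_1_v5_gn_6_16060 (limma adjusted p just above 0.05). Lsat_1_v5_gn_6_16060 did not pass with the replicate number as a block (limma adjusted p = 0.45). That fit set root replicate 3 against leaf replicate 1, so it is no test of the tissue difference over all libraries.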

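The SOD1 gene Lsat_1_v5_gn_6_43340 fell in leaves between day 1 and day 5, from 88.5 ± 56.2 to 16.5 ± 3.53 FPKM (SD, n = 3 each, log2 change −2.10, standard error 0.52, limma adjusted p = 0.025) under Cd alone and from 57.4 ± 35.6 to 10.6 ± 1.58 FPKM (SD, n = 3 each, log2 change −2.18, standard error 0.52, limma adjusted p = 0.016) with melatonin. In leaves on day 0 it was 61.3 ± 5.07 and 96.6 ± 46.6 FPKM without and with melatonin (SD, n = 3 each). In roots under Cd alone it was 29.8 ± 3.50, 18.8 ± 1.19 and 8.85 ± 2.79 FPKM on days 0, 1 and 5 (SD, n = 3 each). Lsat_1_v5_gn_6_43340 no longer passed without LCd1 replicate 2 or 3 or LCd5 replicate 1 or 2 (limma adjusted p from 0.07 to 0.12), and the call of Lsat_1_v5_gn_6_43340 ended without LCdM1 replicate 2 (limma adjusted p = 0.082). Lsat_1_v5_gn_6_43340 did not pass with Q30 as a covariate (limma adjusted p = 0.47).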

6_43340 was strongly expressed in the first two days and later decreased. SOD2 also shows a different expression pattern between the roots and leaves. Both SOD2 and SOD1 have specific expressions in the roots or leaves; however, no significant change has been identified after melatonin treatment. 

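Of the 4 SOD2 genes, which encode Fe-Mn superoxide dismutases, 3 were higher in leaves and 1 passed in neither direction. Lsat_1_v5_gn_2_125000 was 109 ± 36.7 FPKM in roots and 104 ± 51.1 FPKM in leaves (SD, n = 18 each, log2 root over leaf 0.12, standard error 0.15, limma adjusted p = 0.46), Lsat_1_v5_gn_8_11600 was 9.36 ± 4.35 FPKM in roots and 35.9 ± 18.6 FPKM in leaves (SD, n = 18 each, log2 root over leaf −1.77, standard error 0.20, limma adjusted p = 5.4e-09), and Lsat_1_v5_gn_8_10740 was 232 ± 141 FPKM in roots and 569 ± 325 FPKM in leaves (SD, n = 18 each, log2 root over leaf −1.42, standard error 0.12, limma adjusted p = 3.2e-11). Lsat_1_v5_gn_3_34561 was 1.01 ± 0.574 FPKM in roots and 5.75 ± 2.24 FPKM in leaves (SD, n = 18 each, log2 root over leaf −1.74, standard error 0.12, limma adjusted p = 2.7e-13). Lsat_1_v5_gn_2_125000 passed on its most abundant isoform (limma adjusted p = 2.2e-06).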

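The 7 SOD1 and SOD2 genes were tested for melatonin in 6 comparisons, on days 0, 1 and 5 in roots and in leaves. Of the 42 tests 0 passed in limma, the lowest limma adjusted p was 0.13, and 4 had an unadjusted p under 0.05. On day 1 in roots, the SOD1 gene Lsat_1_v5_gn_2_58341 was 4.87 ± 1.12 FPKM without and 4.06 ± 0.257 FPKM with melatonin (SD, n = 3 each, log2 change −0.20, standard error 0.19, limma adjusted p = 0.55), and the SOD2 gene Lsat_1_v5_gn_8_10740 was 328 ± 35.1 FPKM without and 214 ± 41.9 FPKM with melatonin (SD, n = 3 each, log2 change −0.63, standard error 0.26, limma adjusted p = 0.13).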

LOXs play a key role in defense responses against biotic and abiotic environmental stresses; we also found that genes encoding LOX display a different expression pattern between samples. Most of these different expression LOX genes show a higher expression level in the roots; we found that a LOX1/5-like gene, 5_148821, was strongly induced by melatonin, and it showed a significantly higher expression level in melatonin treatment in both the roots and leaves. 

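Of the 11 lipoxygenase genes of Figures 4 and 5, 6 were higher in roots, 3 in leaves and 2 in neither. Lsat_1_v5_gn_5_148821 was 65.8 ± 23.8 FPKM in roots and 133 ± 32.0 FPKM in leaves (SD, n = 18 each, log2 root over leaf −1.04, standard error 0.11, limma adjusted p = 2.6e-09). In roots it was 44.4 ± 8.27 FPKM without and 75.5 ± 13.8 FPKM with melatonin (SD, n = 3 each, log2 change 0.75, standard error 0.33, limma adjusted p = 0.22) on day 0, 54.1 ± 7.85 FPKM without and 86.3 ± 31.2 FPKM with melatonin (SD, n = 3 each, log2 change 0.62, standard error 0.33, limma adjusted p = 0.24) on day 1 and 58.6 ± 18.5 FPKM without and 76.0 ± 35.8 FPKM with melatonin (SD, n = 3 each, log2 change 0.29, standard error 0.33, limma adjusted p = 1) on day 5. In leaves it was 138 ± 12.2 FPKM without and 91.7 ± 9.84 FPKM with melatonin (SD, n = 3 each, log2 change −0.59, standard error 0.19, limma adjusted p = 0.77) on day 0, 134 ± 6.45 FPKM without and 116 ± 5.17 FPKM with melatonin (SD, n = 3 each, log2 change −0.21, standard error 0.19, limma adjusted p = 1) on day 1 and 148 ± 28.0 FPKM without and 168 ± 48.3 FPKM with melatonin (SD, n = 3 each, log2 change 0.15, standard error 0.19, limma adjusted p = 0.87) on day 5. On days 0 and 1 each library with melatonin was above each without in roots and below each without in leaves.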

We found 12 trxA-like genes had different levels of expression between samples, several of them specifically highly expressed in the leaves, while 5_4600 had a higher expression level in the roots than leaves. 

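Of the 12 trxA genes, which encode thioredoxins that reduce disulfides, 10 were higher in leaves, 1 in roots and 1 in neither. Lsat_1_v5_gn_5_4600 was 142 ± 73.2 FPKM in roots and 7.87 ± 3.41 FPKM in leaves (SD, n = 18 each, log2 root over leaf 4.04, standard error 0.23, limma adjusted p = 3e-15), and Lsat_1_v5_gn_8_117960 was 31.6 ± 19.0 FPKM in roots and 69.3 ± 43.6 FPKM in leaves (SD, n = 18 each, log2 root over leaf −1.11, standard error 0.22, limma adjusted p = 4.7e-05).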

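The thioredoxin gene Lsat_1_v5_gn_7_18261 fell in roots between day 0 and day 1 under Cd alone, from 509.6 ± 199.6 to 216 ± 70.4 FPKM (SD, n = 3 each, log2 change −1.21, standard error 0.32, limma adjusted p = 0.028). On day 5 it was 215 ± 76.2 FPKM (SD, n = 3). With melatonin it was 419 ± 67.8, 270.5 ± 38.0 and 258 ± 55.2 FPKM on days 0, 1 and 5 (SD, n = 3 each). Its change from day 0 to day 1 with minus without melatonin was 0.59 log2 units (standard error 0.45, limma adjusted p = 0.92). Over all groups it was 314 ± 142 FPKM in roots and 262 ± 57.9 FPKM in leaves (SD, n = 18 each, log2 root over leaf 0.18, standard error 0.12, limma adjusted p = 0.19). Lsat_1_v5_gn_7_18261 lost its call without RCd0 replicate 2 or 3 or RCd1 replicate 2 or 3 (limma adjusted p from 0.057 to 0.12). A Q30 covariate ended the call of Lsat_1_v5_gn_7_18261 (limma adjusted p = 0.071).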

In the roots, 7_18261 showed an extremely high abundance on day 0 after Cd treatment, indicating that this gene was the candidate with a function in early response to Cd stress in the roots. 

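Ascorbate peroxidases (APX) remove hydrogen peroxide with ascorbate. Of the 5 APX genes, 3 were higher in leaves, 1 in roots and 1 in neither. Lsat_1_v5_gn_1_3240 was 2.34 ± 2.72 FPKM in roots and 214 ± 106 FPKM in leaves (SD, n = 18 each, log2 root over leaf −6.24, standard error 0.25, limma adjusted p = 5e-19), and Novelgene1716 was 426 ± 109.7 FPKM in roots and 397 ± 115 FPKM in leaves (SD, n = 18 each, log2 root over leaf 0.12, standard error 0.08, limma adjusted p = 0.18).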

Five APX-like genes were identified as different expression genes, while also showing a divergent expression pattern between the roots and leaves. We found a gene annotated as a novel gene in Italian lettuce, *Novelgene1716*, that has a higher expression level in roots pre-treated by melatonin from day 0 to day 5. This pattern demonstrates that the expression level of APX-like gene was induced by melatonin treatment despite the expression level also having a rapid rise on day 1 after Cd treatment.

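In roots under Cd alone the ascorbate peroxidase Novelgene1716 (log2 change 1.05, limma adjusted p = 0.0028) rose from day 0 to day 1. On day 0 it was 281 ± 55.2 FPKM without and 418 ± 31.9 FPKM with melatonin (SD, n = 3 each, log2 change 0.58, standard error 0.18, limma adjusted p = 0.11), on day 1 578 ± 77.7 FPKM without and 500.1 ± 63.1 FPKM with melatonin (SD, n = 3 each, log2 change −0.21, standard error 0.18, limma adjusted p = 0.48) and on day 5 373 ± 51.2 FPKM without and 407 ± 80.0 FPKM with melatonin (SD, n = 3 each, log2 change 0.12, standard error 0.18, limma adjusted p = 1).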

We found six GSH-like genes differentially expressed between samples; four copies have an expression bias in the leaves, while two have a higher FPKM value in the roots. 

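Glutathione (GSH) is a thiol that buffers oxidants, and 6 GSH genes are shown in the paper. In limma 4 were higher in leaves and 2 in roots. Lsat_1_v5_gn_5_187421 was 10.4 ± 4.51 FPKM in roots and 32.9 ± 8.61 FPKM in leaves (SD, n = 18 each, log2 root over leaf −1.63, standard error 0.14, limma adjusted p = 3.1e-11), and Lsat_1_v5_gn_5_62040 was 5.09 ± 1.13 FPKM in roots and 69.9 ± 27.1 FPKM in leaves (SD, n = 18 each, log2 root over leaf −3.47, standard error 0.08, limma adjusted p = 8.2e-25).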

Within these genes, 5_187421 has a higher expression level in each comparison in melatonin-treatment samples compared to the one only under Cd stress, which was a potential candidate for genes induced by melatonin. 

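In roots Lsat_1_v5_gn_5_187421 was 6.61 ± 2.46 FPKM without and 8.52 ± 2.29 FPKM with melatonin (SD, n = 3 each, log2 change 0.35, standard error 0.44, limma adjusted p = 0.68) on day 0, 10.4 ± 5.06 FPKM without and 13.5 ± 4.99 FPKM with melatonin (SD, n = 3 each, log2 change 0.42, standard error 0.44, limma adjusted p = 0.57) on day 1 and 10.4 ± 5.59 FPKM without and 13.2 ± 5.18 FPKM with melatonin (SD, n = 3 each, log2 change 0.36, standard error 0.44, limma adjusted p = 1) on day 5. In leaves it was 36.4 ± 3.50 FPKM without and 39.7 ± 8.64 FPKM with melatonin (SD, n = 3 each, log2 change 0.10, standard error 0.20, limma adjusted p = 0.98) on day 0, 29.2 ± 3.50 FPKM without and 41.0 ± 9.30 FPKM with melatonin (SD, n = 3 each, log2 change 0.45, standard error 0.20, limma adjusted p = 1) on day 1 and 21.6 ± 5.02 FPKM without and 29.6 ± 2.10 FPKM with melatonin (SD, n = 3 each, log2 change 0.46, standard error 0.20, limma adjusted p = 0.51) on day 5.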

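Laccases oxidise lignin precursors in the cell wall. In roots Lsat_1_v5_gn_8_71281 was 1.38 ± 0.861 FPKM without and 6.09 ± 3.30 FPKM with melatonin (SD, n = 3 each, log2 change 1.52, standard error 0.39, limma adjusted p = 0.085) on day 0, 0.424 ± 0.173 FPKM without and 4.91 ± 1.5 FPKM with melatonin (SD, n = 3 each, log2 change 2.03, standard error 0.39, limma adjusted p = 0.031) on day 1 and 2.89 ± 1.37 FPKM without and 4.32 ± 2.00 FPKM with melatonin (SD, n = 3 each, log2 change 0.43, standard error 0.39, limma adjusted p = 1) on day 5. Lsat_1_v5_gn_2_125601 was 1.68 ± 0.844 FPKM without and 2.94 ± 0.421 FPKM with melatonin (SD, n = 3 each, log2 change 0.60, standard error 0.41, limma adjusted p = 0.43) on day 0, 0.710 ± 0.326 FPKM without and 2.67 ± 0.221 FPKM with melatonin (SD, n = 3 each, log2 change 1.12, standard error 0.41, limma adjusted p = 0.095) on day 1 and 9.20 ± 3.52 FPKM without and 17.1 ± 14.0 FPKM with melatonin (SD, n = 3 each, log2 change 0.60, standard error 0.41, limma adjusted p = 1) on day 5. Lsat_1_v5_gn_8_12380 was 0.0631 ± 0.109 FPKM without and 1.82 ± 1.27 FPKM with melatonin (SD, n = 3 each, log2 change 1.32, standard error 0.60, limma adjusted p = 0.23) on day 0, 0.0508 ± 0.0880 FPKM without and 0.992 ± 0.406 FPKM with melatonin (SD, n = 3 each, log2 change 0.91, standard error 0.60, limma adjusted p = 0.35) on day 1 and 0.738 ± 0.841 FPKM without and 3.06 ± 4.79 FPKM with melatonin (SD, n = 3 each, log2 change 0.63, standard error 0.60, limma adjusted p = 1) on day 5. Lsat_1_v5_gn_9_36021 was 2.07 ± 0.838 FPKM without and 11.8 ± 4.73 FPKM with melatonin (SD, n = 3 each, log2 change 2.03, standard error 0.68, limma adjusted p = 0.13) on day 0, 0.710 ± 0.735 FPKM without and 6.17 ± 0.265 FPKM with melatonin (SD, n = 3 each, log2 change 2.15, standard error 0.68, limma adjusted p = 0.064) on day 1 and 2.74 ± 2.68 FPKM without and 3.96 ± 5.79 FPKM with melatonin (SD, n = 3 each, log2 change −0.06, standard error 0.68, limma adjusted p = 1) on day 5. For Lsat_1_v5_gn_8_71281 the melatonin difference on day 1 minus that on day 0 was 0.51 log2 units (standard error 0.55, limma adjusted p = 0.95), and that on day 5 minus that on day 1 was −1.60 log2 units (standard error 0.55, limma adjusted p = 0.33). Of the 14 laccases tested in roots, 1 was higher with melatonin on day 0, 4 on day 1 and 0 on day 5 in limma, and 0 were lower on any of these days. At an unadjusted p under 0.05, 6 were higher and 4 lower on day 0, 7 higher and 3 lower on day 1, and 0 higher and 0 lower on day 5. Leaving out RCd1 replicate 2 or 3 or RCdM1 replicate 2 or 3 ended the call of Lsat_1_v5_gn_8_71281 (limma adjusted p from 0.089 to 0.14). Lsat_1_v5_gn_2_125601 passed with a pseudocount of 0.1 (limma adjusted p = 0.045) and in a fit of the compared groups alone (limma adjusted p = 0.035). Lsat_1_v5_gn_9_36021 passed in a fit of the compared groups alone (limma adjusted p = 0.029). When Q30 was a covariate Lsat_1_v5_gn_8_71281 did not pass (limma adjusted p = 0.072).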

For genes encoding laccase, in the roots, four copies (2_125601, 8_12380, 8_71281, 9_36021) had steadily higher expression levels in the roots with melatonin treatment on day 0, 1 and 5 compared to relevant samples under Cd stress. The expression levels of 3_76141 and 9_24581 were upregulated by melatonin only on day 0 and day 1. 

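On day 1 in roots Lsat_1_v5_gn_9_24581 was 0.182 ± 0.197 FPKM without and 1.63 ± 0.723 FPKM with melatonin (SD, n = 3 each, log2 change 1.13, standard error 0.29, limma adjusted p = 0.043), and on day 0 it was 1.77 ± 0.544 FPKM without and 3.45 ± 1.26 FPKM with melatonin (SD, n = 3 each, log2 change 0.66, standard error 0.29, limma adjusted p = 0.22). The difference on day 1 minus that on day 0 was 0.47 log2 units (standard error 0.42, limma adjusted p = 0.94). Lsat_1_v5_gn_3_76141 was 3.40 ± 0.641 FPKM without and 5.36 ± 3.25 FPKM with melatonin (SD, n = 3 each, log2 change 0.38, standard error 0.52, limma adjusted p = 0.72) on day 0 and 0.370 ± 0.178 FPKM without and 2.69 ± 2.13 FPKM with melatonin (SD, n = 3 each, log2 change 1.23, standard error 0.52, limma adjusted p = 0.14) on day 1. Lsat_1_v5_gn_9_24581 no longer passed without RCd1 replicate 1, 2 or 3 or RCdM1 replicate 1, 2 or 3 (limma adjusted p from 0.052 to 0.16). Fitting Q30 as a covariate ended the call of Lsat_1_v5_gn_9_24581 (limma adjusted p = 0.099).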

There was a large number of POX-like genes showing different expression patterns between samples in lettuce. Within them, most of the copies had significantly higher FPKM values in the roots, except for 4_26041 and 9_8540. 

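Of the 41 POX genes 40 were tested, and 35 were higher in roots and 5 in leaves. Lsat_1_v5_gn_4_26041 was 0.835 ± 0.691 FPKM in roots and 108 ± 96.2 FPKM in leaves (SD, n = 18 each, log2 root over leaf −5.32, standard error 0.28, limma adjusted p = 3.1e-16), and Lsat_1_v5_gn_9_8540 was 75 ± 12.7 FPKM in roots and 599.5 ± 148 FPKM in leaves (SD, n = 18 each, log2 root over leaf −2.96, standard error 0.08, limma adjusted p = 5.5e-23). Also higher in leaves were Lsat_1_v5_gn_7_16000 (log2 root over leaf −0.58, limma adjusted p = 7.3e-05), Novelgene2763 (log2 root over leaf −0.95, limma adjusted p = 4.6e-07) and Lsat_1_v5_gn_7_80360 (log2 root over leaf −0.55, limma adjusted p = 0.041). The call of Lsat_1_v5_gn_7_80360 ended without LCd0 replicate 1 or 2, LCdM0 replicate 2 or 3, LCd1 replicate 2 or 3, LCdM1 replicate 3, LCd5 replicate 2 or 3, LCdM5 replicate 1 or 3, RCd0 replicate 1 or 3, RCdM0 replicate 2, RCd1 replicate 3, RCdM1 replicate 3, RCd5 replicate 1 or RCdM5 replicate 2 or 3 (limma adjusted p from 0.051 to 0.08). The call of Lsat_1_v5_gn_7_80360 ended once Q30 was a covariate (limma adjusted p = 0.081). Fitting the replicate block ended the call of Lsat_1_v5_gn_7_80360 (limma adjusted p = 0.45). There root replicate 3 was set against leaf replicate 1, which is no test of the tissue difference over all libraries.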

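On day 1 in roots the peroxidase Lsat_1_v5_gn_7_80360 was 3.45 ± 1.57 FPKM without and 22.0 ± 10.1 FPKM with melatonin (SD, n = 3 each, log2 change 2.33, standard error 0.63, limma adjusted p = 0.044), and Novelgene2763, another peroxidase, was 10.4 ± 3.76 FPKM without and 30.3 ± 13.5 FPKM with melatonin (SD, n = 3 each, log2 change 1.43, standard error 0.35, limma adjusted p = 0.038). On day 1 in leaves Lsat_1_v5_gn_7_80360 was 23.6 ± 12.2 FPKM without and 23.7 ± 4.96 FPKM with melatonin (SD, n = 3 each, log2 change 0.14, standard error 0.53, limma adjusted p = 1), and Novelgene2763 was 32.6 ± 9.28 FPKM without and 35.2 ± 14.1 FPKM with melatonin (SD, n = 3 each, log2 change 0.06, standard error 0.30, limma adjusted p = 1). The day 1 difference in roots minus that in leaves was 2.19 log2 units (standard error 0.85, limma adjusted p = 0.2) and 1.37 log2 units (standard error 0.48, limma adjusted p = 0.16) for these genes in turn. On day 0 in leaves they were 17.6 ± 6.44 FPKM without and 27.8 ± 6.67 FPKM with melatonin (SD, n = 3 each, log2 change 0.68, standard error 0.53, limma adjusted p = 0.93) and 25.0 ± 7.07 FPKM without and 26.3 ± 2.25 FPKM with melatonin (SD, n = 3 each, log2 change 0.11, standard error 0.30, limma adjusted p = 0.98), and on day 5 7.97 ± 2.33 FPKM without and 9.64 ± 7.23 FPKM with melatonin (SD, n = 3 each, log2 change −0.02, standard error 0.53, limma adjusted p = 1) and 33.0 ± 4.97 FPKM without and 45.9 ± 10.6 FPKM with melatonin (SD, n = 3 each, log2 change 0.45, standard error 0.30, limma adjusted p = 0.7). In roots neither Lsat_1_v5_gn_7_80360 (log2 change 0.82, limma adjusted p = 0.48) nor Novelgene2763 (log2 change 1.33, limma adjusted p = 0.088) passed on day 0, and neither Lsat_1_v5_gn_7_80360 (log2 change 0.11, limma adjusted p = 1) nor Novelgene2763 (log2 change 0.45, limma adjusted p = 1) passed on day 5. Lsat_1_v5_gn_7_80360 lost its call without RCd1 replicate 1, 2 or 3 or RCdM1 replicate 1, 2 or 3 (limma adjusted p from 0.063 to 0.16), and leaving out RCd1 replicate 2 or 3 or RCdM1 replicate 2 or 3 ended the call of Novelgene2763 (limma adjusted p from 0.095 to 0.19). In a fit with Q30 as a covariate Lsat_1_v5_gn_7_80360 and Novelgene2763 did not pass (limma adjusted p from 0.069 to 0.072). With the replicate block Lsat_1_v5_gn_7_80360 and Novelgene2763 did not pass (limma adjusted p from 0.052 to 0.062).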

We found that *7_80360* and a gene annotated as *Novelgene2763* have upregulated RPKM values after melatonin treatment in both the roots and leaves.

### 3.5. Functional Divergence of Genes Involved in Hormone Signaling Transduction

As phytohormone participated in many important steps in both Cd and melatonin response pathways, we then explored the expression pattern for genes in the pathway of plant hormone signal transduction, including auxin, cytokinine, gibberellin, abscisic acid, ethylene, and jasmonic acid, to identify the candidate gene related to Cd stress response and melatonin-mediating Cd detoxing. The genes in each signaling pathway display a variable expression pattern in different treatments and tissues (Figure 6).

In auxin signaling pathway, the gene expression level displayed divergent change in the roots and leaves, and most genes have been upregulated in melatonin treatment groups (Figure 6). On the contrary, we found one TIR1 copy, one ARF copy, and three SAUR copies that showed decreased RPKM values in melatonin samples.

In cytokinin signaling pathway, most genes showed stronger expression in the roots (Figure 6). In CRE1, the change in the expression pattern was different with melatonin treatment, while two copies were upregulated in melatonin-treatment samples and the other three copies were downregulated. A-ARR copies were upregulated by melatonin while the B-ARR showed the opposite expression pattern.

In gibberellin signaling pathway, three GID1 copies were downregulated by melatonin in the roots (Figure 6). In one GID1 copy, it has a stronger expression level in the leaves at three sampling timepoints. In the roots, its expression level reaches its peak on day 1, and its expression level was constrained by melatonin. In contrast, it showed the opposite pattern in the leaves in which the samples pre-treated by melatonin had higher RPKM values. GID2 demonstrates a remarkably higher expression level in the roots than leaves. We identified five DELLA-like genes that have significantly different expression between samples, and all of them were downregulated by melatonin on day 0, while four of them were only downregulated in the roots. The expression of TF-like gene was also upregulated by melatonin in the roots and downregulated in the leaves.

In abscisic acid signaling pathway, most copies of the early response gene PYR/PYL were downregulated by melatonin treatment on day 0 and day 1 (Figure 6). 

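ABF genes encode transcription factors of abscisic acid signalling. Lsat_1_v5_gn_1_21140 was 12.6 ± 2.42 FPKM in roots and 21.3 ± 7.16 FPKM in leaves (SD, n = 18 each, log2 root over leaf −0.65, standard error 0.09, limma adjusted p = 3.8e-07). It rose in leaves from day 1 to day 5, from 14.2 ± 4.13 to 31.1 ± 0.955 FPKM (SD, n = 3 each, log2 change 1.11, standard error 0.27, limma adjusted p = 0.025) under Cd alone. The root change minus the leaf change in this interval was −1.09 log2 units (standard error 0.33, limma adjusted p = 0.041). In roots it was 9.95 ± 1.97, 11.7 ± 0.743 and 11.9 ± 1.54 FPKM on days 0, 1 and 5 under Cd alone (SD, n = 3 each). The root values were 9.95 ± 1.97 FPKM without and 13.9 ± 2.69 FPKM with melatonin (SD, n = 3 each, log2 change 0.44, standard error 0.17, limma adjusted p = 0.16) on day 0, 11.7 ± 0.743 FPKM without and 15.5 ± 2.42 FPKM with melatonin (SD, n = 3 each, log2 change 0.37, standard error 0.17, limma adjusted p = 0.16) on day 1 and 11.9 ± 1.54 FPKM without and 12.6 ± 1.52 FPKM with melatonin (SD, n = 3 each, log2 change 0.08, standard error 0.17, limma adjusted p = 1) on day 5, with an unadjusted p under 0.05 on days 0 and 1. The SnRK2-like gene of this paragraph was not analysed here, as its identifier is not among the genes listed. Lsat_1_v5_gn_1_21140 no longer passed without LCd1 replicate 2 or 3 or LCd5 replicate 1, 2 or 3 (limma adjusted p from 0.053 to 0.099), and the call of Lsat_1_v5_gn_1_21140 ended without LCd1 replicate 2 or 3, LCd5 replicate 1, 2 or 3, RCd1 replicate 1, 2 or 3 or RCd5 replicate 1, 2 or 3 (limma adjusted p from 0.053 to 0.11). Lsat_1_v5_gn_1_21140 did not pass with Q30 as a covariate (limma adjusted p from 0.081 to 0.58).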

A SnRK2-like gene, 7_9141, was induced to highly express in root; we also found a homolog (1_21140) with a similar pattern in ABF.

In ethylene signaling pathway, we identified three SIMKK copies in lettuce differentially expressed between samples, and all of them showed a lower expression level in melatonin-treatment samples during day 0 and day 1 and a higher expression level on day 5 in the roots (Figure 6). We found two EIN2-like genes that displayed functional division since they have opposite expression pattern over time; one of them was upregulated and the other was downregulated by melatonin. Interestingly, the expression level of EBF1/2, EIN3, and ERF1/2 increased continuously over time in the leaves, while the melatonin treatment constrained the process, especially on day 5.

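JAR1 joins jasmonic acid to isoleucine, which makes the active hormone. In roots Lsat_1_v5_gn_4_34281 was 125 ± 9.71 FPKM without and 88.9 ± 6.33 FPKM with melatonin (SD, n = 3 each, log2 change −0.48, standard error 0.13, limma adjusted p = 0.088) on day 0, 164 ± 22.2 FPKM without and 107 ± 6.91 FPKM with melatonin (SD, n = 3 each, log2 change −0.60, standard error 0.13, limma adjusted p = 0.033) on day 1 and 132 ± 20.4 FPKM without and 106 ± 8.00 FPKM with melatonin (SD, n = 3 each, log2 change −0.31, standard error 0.13, limma adjusted p = 1) on day 5. Its melatonin difference on day 1 minus that on day 0 was −0.12 log2 units (standard error 0.18, limma adjusted p = 0.97), and that on day 5 minus that on day 1 was 0.29 log2 units (standard error 0.18, limma adjusted p = 0.48). Lsat_1_v5_gn_7_2120 was 15.8 ± 2.40 FPKM without and 11.3 ± 2.40 FPKM with melatonin (SD, n = 3 each, log2 change −0.45, standard error 0.17, limma adjusted p = 0.17) on day 0, 14.7 ± 1.02 FPKM without and 11.5 ± 1.38 FPKM with melatonin (SD, n = 3 each, log2 change −0.33, standard error 0.17, limma adjusted p = 0.23) on day 1 and 13.9 ± 2.34 FPKM without and 12.7 ± 2.06 FPKM with melatonin (SD, n = 3 each, log2 change −0.12, standard error 0.17, limma adjusted p = 1) on day 5. Lsat_1_v5_gn_4_34281 lost its call without RCd1 replicate 2 or 3 or RCdM1 replicate 2 or 3 (limma adjusted p from 0.093 to 0.16). A Q30 covariate ended the call of Lsat_1_v5_gn_4_34281 (limma adjusted p = 0.067).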

In jasmonic acid signaling pathway, we identified two copies of JAR1-like genes, 4_34281 and 7_2120, and both of them were downregulated in the roots with melatonin. In the leaves, the expression pattern was different (Figure 6). The expression of 4_34281 was downregulated by melatonin on day 0 and day 1 then showed an abnormally higher RPKM value on day 5. Furthermore, 7_2120 has a significantly higher RPKM value in the leaves after melatonin treatment. 

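In leaves Lsat_1_v5_gn_4_34281 was 28.8 ± 6.23 FPKM without and 29.5 ± 9.93 FPKM with melatonin (SD, n = 3 each, log2 change 0.00, standard error 0.56, limma adjusted p = 1) on day 0, 36.1 ± 9.41 FPKM without and 36.9 ± 7.15 FPKM with melatonin (SD, n = 3 each, log2 change 0.04, standard error 0.56, limma adjusted p = 1) on day 1 and 40.0 ± 22.1 FPKM without and 110.1 ± 116 FPKM with melatonin (SD, n = 3 each, log2 change 1.03, standard error 0.56, limma adjusted p = 0.61) on day 5. Lsat_1_v5_gn_7_2120 was 19.9 ± 1.28 FPKM without and 18.5 ± 5.37 FPKM with melatonin (SD, n = 3 each, log2 change −0.13, standard error 0.20, limma adjusted p = 0.97) on day 0, 17.2 ± 3.98 FPKM without and 19.9 ± 3.23 FPKM with melatonin (SD, n = 3 each, log2 change 0.21, standard error 0.20, limma adjusted p = 1) on day 1 and 19.7 ± 1.29 FPKM without and 21.2 ± 3.56 FPKM with melatonin (SD, n = 3 each, log2 change 0.09, standard error 0.20, limma adjusted p = 0.94) on day 5.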

The COI1 was also downregulated by melatonin. JAZ genes show different expression patterns during treatment, which shows they have different functions. MYC2 genes also show different expression patterns between the roots and leaves. In the roots, there was a high expression level on day 0, decreasing on day 1 and increasing again on day 5, while the expression level of MYC2-like genes increased over time in the leaves.

## 4. Discussion

In the last decade, transcriptome sequencing has been applied as a novel technique to study how plants respond to Cd stress and how melatonin promotes the resistance processes. Studies focused on genotypes with different accumulation abilities to Cd also revealed the potential pathway related to the Cd resistance mediately. For example, in heavy-metal-hyperaccumulator *Sedum alfredii*, the expression level of genes involved in cell-wall modification, metal translocation, and remobilization were higher than the non-hyperaccumulating ecotype under Cd stress [48]. In rice, the WGCNA analysis demonstrated that the accumulation of Cd increased the expression level of chitinase as well as the genes related to heavy-metal transportation [49]. Although high-quality genomic research has been published for lettuce and facilitates the molecular breeding as well as its utility [50], the genetic data for Italian lettuce are still insufficient. Our understanding of the molecular background of Italian lettuce is limited, as is the new technological development base on molecular strategies. In this study, we provide the first reference transcriptome using single-molecule long-read sequencing complete-transcriptome analysis. Based on the high-quality reference, we annotated the new genes and potential novel alternative splicing of Italian lettuce. These novel genes are relevant to the unique feature for Italian lettuce compared to common lettuce. The prediction of novel genes may enrich the genome information of lettuce and offer a new direction to further research for its breeding. This study fills the genetic gaps in the molecular study of lettuce and facilitates further molecular breeding.

The expression patterns of vegetables are widely studied, while the Cd accumulation initials many molecular pathways, which are reflected in the high DEG numbers [51]. In this study, the numbers of DEGs in each comparing group show a large difference, reflecting the spatial and temporal expression of heterogeneity in the roots or leaves of Italian lettuce during Cd stress or Cd-and-melatonin treatment (Figure 3), and different stages and treatment group show totally different expression patterns and genes (Table S11). The different expression analysis in this study demonstrates that the roots and leaves have different response patterns under Cd stress with or without melatonin treatment. After Cd treatment, roots displayed a large amount of DEGs early on, and their number decreased on day 5. The aboveground part showed a slow response; the fiercest increase in the DEG number occurred in the late period, which formed a “malposed” peak compared to those in the roots. This result clearly reveals that the spatiotemporal accumulation for Cd is different between tissues in lettuce while the aboveground part showed a late response. In seedlings pre-applied melatonin, the situation was similar. In the roots, the number of DEGs had little difference between day 0 and 5, indicating that their response to Cd stress was continuous from day 0 to 5. Between day 0 and 1, the number of DEGs in the leaves was 171, increasing to 941 between day 1 and 5, and indicates a stronger response at late timepoints for the aboveground part. In common, Cd can be absorbed via both roots and leaves, but roots contribute to the main uptake of heavy metals [51]. Additionally, it was reported that Cd accumulation in the leaves was transported from the roots through phloem in lettuce [51]. Thus, the late response for the leaves can be attributed to the vacuum phase for the Cd translocation from the roots.

As expected, the Cd accumulation induced a high reactive-oxygen-species (ROS) level, and might damage the normally biological process of plant cells, including the toxic to metabolism, and key regulators of growth, development, and defense pathways [52]. The application of melatonin in plants protects plants from environmental stress, such as heavy metals, aging, and drought, as well as the process related to its antioxidant ability [18]. Cd stress leads to peroxidatic reaction; plants have evolved antioxidant defense mechanisms, such as peroxidase, to circumvent the damaging effects of ROS [38]. We also detected several DEGs enriched in terms “oxidation-reduction process” during Cd accumulation, indicating that these genes are involved in antioxidant defense mechanisms. In our study, the pathways involved in oxidoreductase activity were activated during Cd stress, and melatonin pretreatment actually induced several genes in this process, such as LOX1/5-like gene *5_148821*, and the POX-like genes *7_80360* and *Novelgene2763*. Nevertheless, the genes related to these pathways showed different expression levels among tissues and treatment, even the homolog genes. The result indicates that the genes related to antioxidants have a functional bias toward the leaves or roots, and that this bias is also toward the early or late stages after Cd treatment.

The effects of melatonin on plant-growth regulation can also enhance the stress resistance of plants to heavy-metal stress. In *Solanum lycopersicum*, the transcriptome analysis helps to identify a melatonin-induced pathway under sodic alkaline stress tolerance, in which the IAA3 in auxin signaling pathway and DREB1α contributed to the activation of several physiological processes of Na+ detoxification, dehydration resistance, and reactive-oxygen-species scavenging [53]. In the comparison study for the high- and low-Cd accumulating genotype of pakchoi (*Brassica chinensis*), it was reported that cell wall biosynthesis and glutathione metabolism were involved in Cd resistance in high-Cd accumulating genotype, while the genes related to DNA repair and ABA signal transduction pathways were upregulated in low-Cd accumulating genotype [12]. Melatonin pre-treatment downregulated the expression level of genes related to the jasmonic acid signaling pathway between day 0 and day 1. How the melatonin treatment alleviates the heavy-metal stress was also studied in many plant species. In the root of melon (*Cucumis melo*) under Cu stress, melatonin pretreatment changes the expression level of genes involved in redox and cell wall formation and also inhibits the biosynthesis of jasmonic acid biosynthesis [54].

In *Aeluropus littoralis* under salinity stress, the enriched GO terms of different expressed genes were the chitin response, response to abscisic acid, and regulation of jasmonic-acid-mediated signaling pathway [55]. The expression level for other plant hormone signal transduction pathways under sanity stress was also explored, and it was found that the AUX/IAA gene was downregulated and GH3 and SAUR were upregulated in auxin signaling pathway; in ABA, PYR/PYL gene was downregulated, while PP2C, SnRK2, and ABF were upregulated; in ethylene, EBF1/2 was downregulated, and JAZ in jasmonic acid signaling pathway was upregulated [55]. In wheat, the DEGs between low and high Cd accumulation were involved in ion binding, the antioxidant defense mechanism, sulfotransferase activity, and the cysteine biosynthetic process [56]. Thus, our study indicated that the hormone-signal-transduction pathways all participate in the alleviation process.

Plants respond to Cd stress via complicated signal transduction cascade, and these pathways always overlap and crosstalk. These processes have been proved to contain the phosphorylation of kinase such as MAPK, Ca-calmodulin system, ROS signaling, and plant hormones such as jasmonic acid and salicylic acid (SA) [57]. Through this, the expression pattern of corresponding genes changes over time and refers to the plant Cd-resistance progress. More than signal transduction cascade, the modulation of transcription factors is also activated to mediate the response to Cd stress, such as WRKY [58], basic leucine Zipper bZIP [59], ethylene-responsive factor ERF [60], and myeloblastosis protein MYB [61], which also activated during response to other abiotic stresses such as cold, dehydration, SA, and H_2_O_2_ [57]. Thus, the pathways related to ROS and plant hormones are also thought to respond to Cd and melatonin treatment. Further research focused on the connection between these pathways should be performed.

## 5. Conclusions

Our understanding of the molecular mechanism of Cd response in Italian lettuce and melatonin detoxification is still lacking, and the insufficiency of reference transcriptome and whole-genome assembly represents the main barrier. Based on single-molecule sequencing and illumine technology, we obtained the full-length transcriptome as well as the expression profile of Italian lettuce under Cd stress and melatonin treatment over time, which could be used as the reference omics data for the study of lettuce. We found that the molecular pathway of Cd response first occurs in the roots, and the leaves demonstrate hysteresis. The response in the roots is also much stronger compared to the aboveground part. We then found that genes related to antioxidant and plant hormone signal transduction display a functional division, in which those show totally different expression levels between the roots and leaves across three studied time points. We then identified genes related to the melatonin detoxify mechanism in Italian lettuce, which will act as the future candidates for molecular breeding.

## Figures and Tables

**Figure 1:**
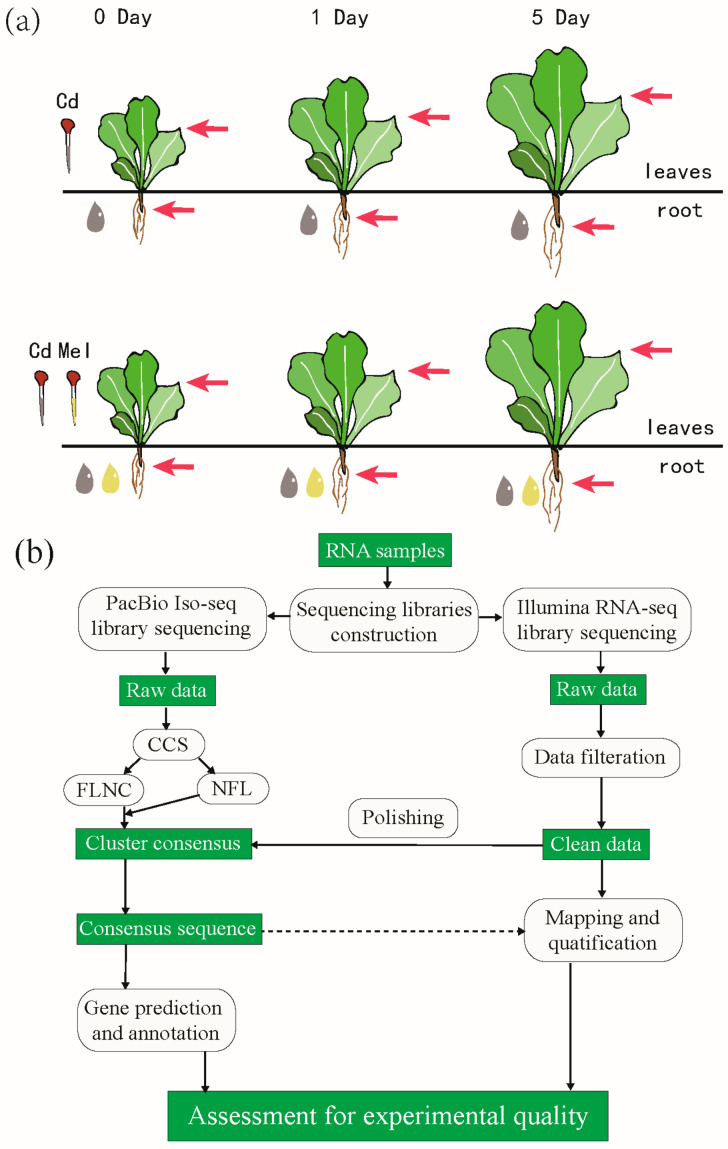
Experimental processing and RNA-seq. (**a**) Sample treatment. The upper picture shows lettuce under cadmium stress, and the lower picture shows cadmium stress of lettuce pre-treated with melatonin. (**b**) Library construction and sequencing.

**Figure 2:**
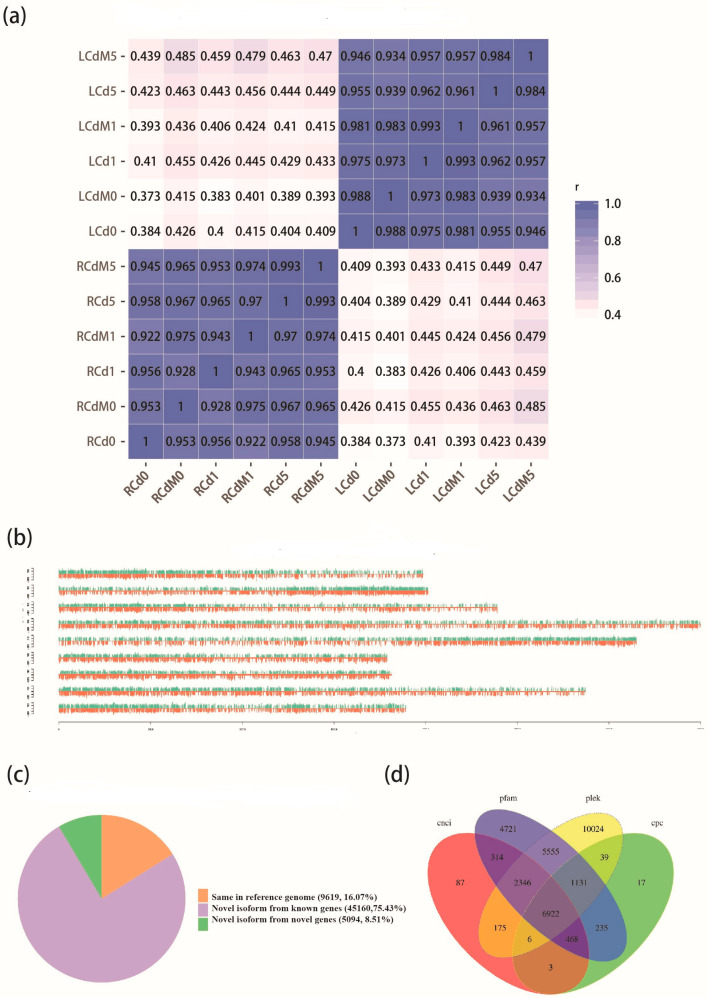
Assess experimental data quality. (**a**) Pearson correlation between samples (*p*-value < 0.05); (**b**) read density in chromosomes; (**c**) classification transcripts correlated by genome; (**d**) Venn diagrams of lncRNAs predicted by four coding potential analysis methods. These methods included Coding Potential Calculator (cpc), Coding-Non-Coding Index (cnci), Pfam and Predictor of long non-coding RNAs and messenger RNAs based on an improved k-mer scheme (plek).

**Figure 3:**
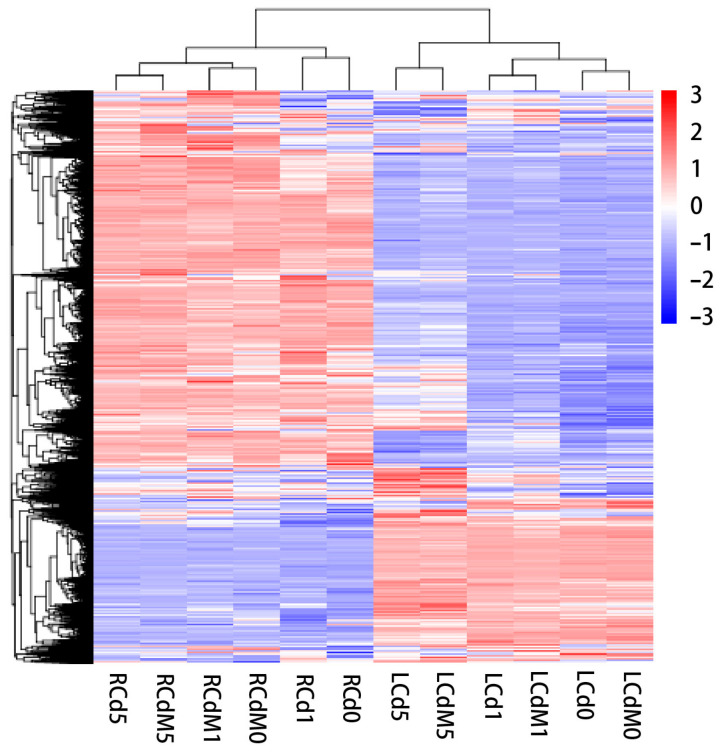
Comparison group differential gene expression heatmap. Leaf samples on days 0, 1, and 5 under cadmium stress are represented by LCd0, LCd1, and LCd5. Leaf samples on days 0, 1 and 5 under cadmium stress that were pre-treated by melatonin are represented by LCdM0, LCdM1, and LCdM5. Root samples on days 0, 1, and 5 under cadmium stress are represented by RCd0, RCd1, and RCd5. Root samples on days 0, 1, and 5 under cadmium stress that pre-treated by melatonin are represented by RCdM0, RCdM1, and RCdM5.

**Figure 4:**
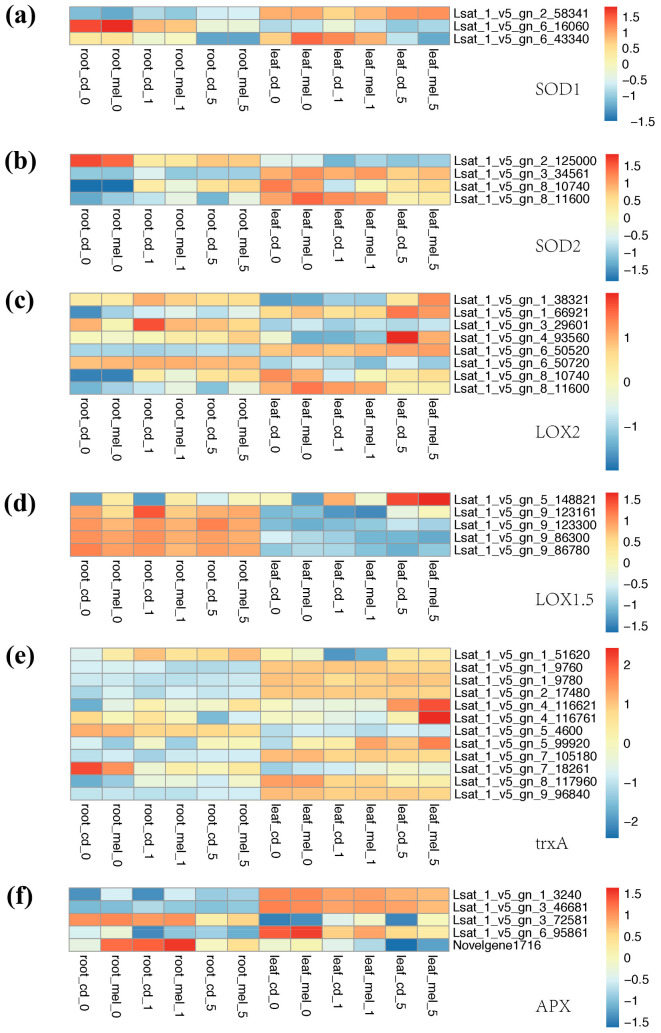
Antioxidant pathway-related gene expression heat map. Leaf samples on days 0, 1, and 5 under cadmium stress are represented by leaf_cd_0, leaf_cd_1, and leaf_cd_5. Leaf samples on days 0, 1, and 5 under cadmium stress that were pre-treated by melatonin are represented by leaf_ mel_0, leaf_ mel_1, and leaf_ mel_5. Root samples on days 0, 1, and 5 under cadmium stress are represented by root_cd_0, root_cd_1, and root_cd_5. Root samples on days 0, 1, and 5 under cadmium stress that were pre-treated by melatonin are represented by root_mel_0, root_mel_1, and root_mel_5. (**a**) *SOD1*; (**b**) *SOD2*; (**c**) *LOX2*; (**d**) *LOX1.5*; (**e**) *trxA*; (**f**) *APX*.

**Figure 5:**
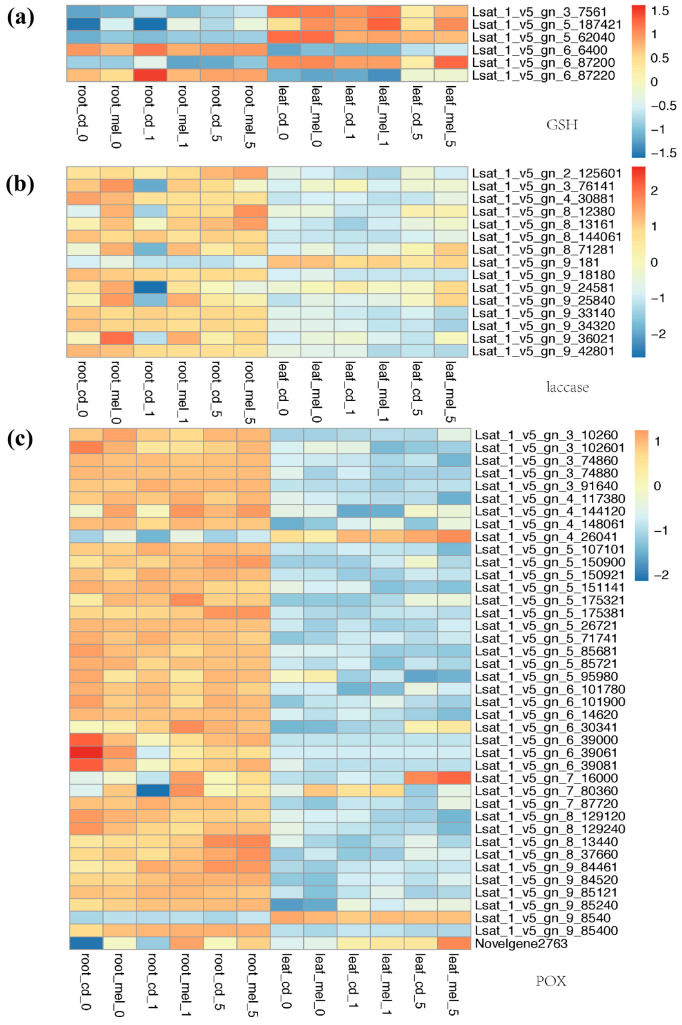
*GSH*, *laccase* and *POX* gene expression heat map. Leaf samples on days 0, 1, and 5 under cadmium stress are represented by leaf_cd_0, leaf_cd_1, and leaf_cd_5. Leaf samples on days 0, 1, and 5 under cadmium stress that were pre-treated by melatonin are represented by leaf_ mel_0, leaf_ mel_1, and leaf_ mel_5. Root samples on days 0, 1, and 5 under cadmium stress are represented by root_cd_0, root_cd_1, and root_cd_5. Root samples on days 0, 1, and 5 under cadmium stress that were pre-treated by melatonin are represented by root_mel_0, root_mel_1, and root_mel_5. (**a**) *GSH*; (**b**) *laccase*; (**c**) *POX*.

**Figure 6:**
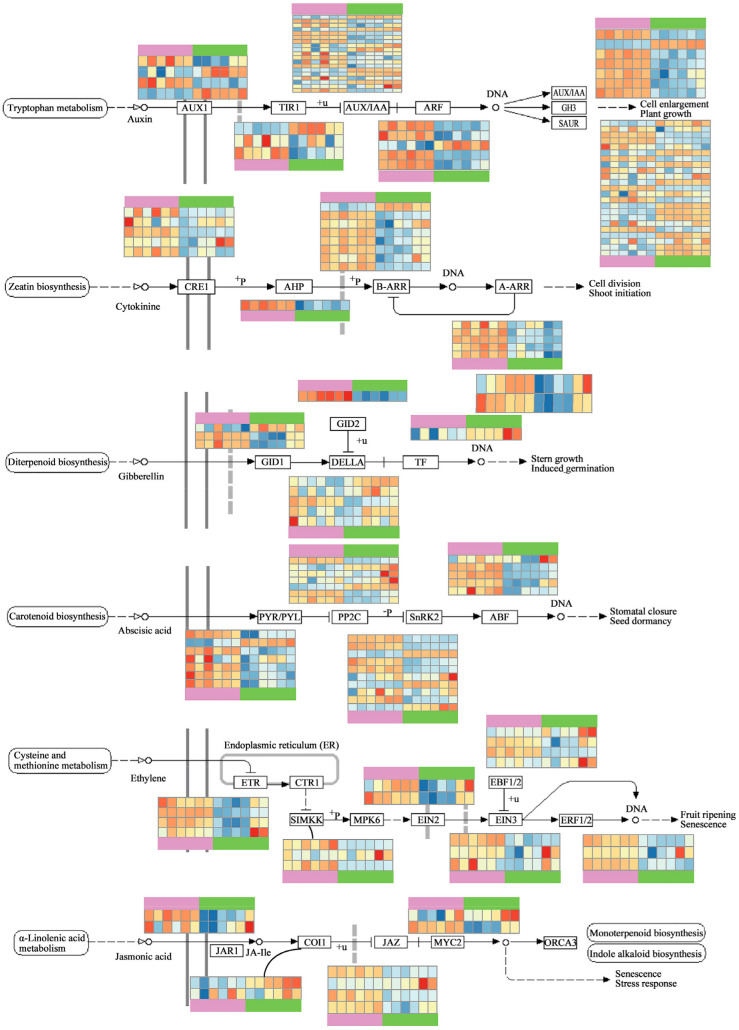
Expression patterns of genes in plant hormone signal transduction pathways. From top to bottom in the figure are tryptophan metabolism, zeatin metabolism, diterpenoid biosynthesis, carotenoid biosynthesis, cysteine and methionine metabolism, and α-linolenic acid metabolism.

**Table 1:** Differential gene statistics in six comparison groups.

Comparing Group	Control	Treatment	Up	Down	Total DEG Number
G1	LCd0	LCd1	360	418	778
G1	LCd1	LCd5	706	777	1483
G2	LCdM0	LCdM1	92	81	173
G2	LCdM1	LCdM5	405	536	941
G3	LCd0	LCdM0	7	24	31
G3	LCd1	LCdM1	0	0	0
G3	LCd5	LCdM5	7	10	17
G4	LCd0	LCd1	752	994	1746
G4	LCd1	LCd5	282	192	474
G5	LCdM0	LCdM1	177	327	504
G5	LCdM1	LCdM5	245	84	329
G6	RCd0	RCdM0	704	436	1140
G6	RCd1	LCdM1	2178	1349	3527
G6	LCd5	LCdM5	0	0	0

G1–G6 represent comparison groups 1–6, respectively. Leaf samples on days 0, 1, and 5 under cadmium stress are represented by LCd0, LCd1, and LCd5. Leaf samples on days 0, 1, and 5 under cadmium stress that were pre-treated by melatonin are represented by LCdM0, LCdM1, and LCdM5. Root samples on days 0, 1, and 5 under cadmium stress are represented by RCd0, RCd1, and RCd5. Root samples on days 0, 1, and 5 under cadmium stress that were pre-treated by melatonin are represented by RCdM0, RCdM1, and RCdM5.

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13060955/s1, Figure S1: Pearson’s correlation coefficient for correlation analysis for all samples; Table S1: Sample information; Table S2: Sequencing information; Table S3: Leaf and root new gene and annotation; Table S4: Leaf and root new isoform; Table S5: S Leaf and root AS total; Table S6: Fusion genes; Table S7: Leaf and root.cpc; Table S8: Leaf and root.cnci; Table S9: Leaf and root.pfam; Table S10: Leaf and root.plek; Table S11: Enrichment-GO-KEGG; Table S12: Enrichment for Group1; Table S13: Enrichment for Group4; Table S14: Enrichment for Group2; Table S15: Enrichment for Group5; Table S16: Enrichment for Group3; Table S17: Enrichment for Group6.

# Supplementary material for: Comparative Analysis of Italian Lettuce (Lactuca sativa L. var. ramose) Transcriptome Profiles Reveals the Molecular Mechanism on Exogenous Melatonin Preventing Cadmium Toxicity
**Source:** Genes (Basel). 2022 May 26;13(6):955. doi: 10.3390/genes13060955
**Supplement:** Supplementary file 1

Pearson correlation between samples

[illegible][illegible]

How the deposited data were processed for this re-analysis (not part of the article)

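RNA-seq values were taken for 36 libraries of Italian lettuce. They come from 12 groups with 3 replicates each: leaves and roots, with and without a melatonin pretreatment of 1 µmol/L, sampled on day 0, day 1 and day 5 of 50 µmol/L CdCl2. The conditions follow the sample labels and Table S1. The labels of LCdM1 replicate 2 and RCdM1 replicate 2 give 21 days before Cd and those of the other 34 libraries give 20, which was read as a slip in the labels. The values are FPKM per isoform as deposited by the authors. The Methods describe clean paired-end reads aligned to the Iso-Seq reference transcriptome with TopHat 2.0.12, counted per gene with HTSeq 0.6.1 and turned into FPKM. The processing notes of the submitters name Bowtie2 2.0.6, and the paper names Bowtie 2.2.3. The deposited values are per isoform and many lie far below 1 read, with a median of 1182 values per library above 0 and under 0.001, so they are estimates. The tool that made them is not given in the sources used here, and no scaling between libraries is stated.

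The table lists 59872 isoforms of 19584 genes, 16431 of them with a reference identifier and 3153 new genes. For 8095 genes 1 isoform is listed, and the gene with the most has 292. Isoform values were summed per gene. Genes with at least 1 FPKM in at least 3 libraries of a fit were kept, which left 17227 genes in the 18 root libraries, 16800 in the 18 leaf libraries and 18056 in all 36. Values were tested as log2(FPKM + 1) in limma 3.58.1 under R 4.3.3, with lmFit, contrasts.fit and eBayes with a trend, and with Benjamini-Hochberg adjustment over the genes of the fit. A gene passed at an adjusted p under 0.05, with no minimum change. Each of the 14 comparisons between groups within a tissue was a contrast in the fit of that tissue, with 1 mean per group. Differences between roots and leaves were contrasts in the fit of all 36 libraries, and the effect of melatonin on a change over time was tested as a difference between 2 changes. Correlations are Pearson r on the same scale. Tables were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and data.table 1.17.8.

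Genes named in the passages follow a rule. It takes genes that the paper names by identifier, genes printed in Figures 4 and 5, and, in each comparison, those among the 10 largest rises and 10 largest falls whose groups do not overlap and for which a table gives a name or term, with up to 2 and 2 others. It also takes the 2 to 4 members of each described list with the largest change. The identifiers and terms in the tables of the study had been seen when the rule was written. Lists are the genes under a GO or KEGG term in Tables S12 to S17. Of 1480 cells with gene identifiers in those tables, the 970 that are complete were used, which gave 2938 genes with a term and 27 lists. Table S3 was available with 1539 of its entries and without 1601 others, and gave descriptions of 876 new genes.

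Depth is known from Table S2 alone. Clean reads ranged from 43514916 to 59867882 in roots (median 50817682) and from 43868008 to 70524938 in leaves (median 50599932). No counts are listed, so no counting error was computed, and the spread between replicates stands for the precision. The method was tested on simulated data. In each run a log2 change of 1 was placed in 100 genes and one of 2 in 100 others, after the tested difference had been removed. The genes were drawn from the better expressed ones, and noise was drawn for each gene on its own. The numbers below therefore do not cover low genes or shifts that genes of a library share. Few genes were changed in each run, which makes the adjusted threshold stricter than where many genes change. The recovered shares hold for that setting and may differ in the real comparisons. Of 100 genes with a log2 change of 1, 56 were recovered for roots under Cd from day 0 to day 1, 47 for melatonin in roots on day 1, 53 for leaves under Cd from day 1 to day 5 and 51 for melatonin in leaves on day 5. With a log2 change of 2 the numbers were 86, 81, 89 and 86, with 2 to 6 false calls per run. For a difference between 2 changes in roots they were 26 and 75, and for the melatonin difference on day 1 between roots and leaves 28 and 83.

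The alternatives were a pseudocount of 0.1 in place of 1, no filter on low values, a scaling of each library by its median ratio to the geometric mean, isoforms as listed, the percent of bases at Q30 as a covariate, a fit of the compared groups alone, the replicate number as a block, and each library left out in turn. For the transcripts detected, a minimum of 0.1 FPKM and a minimum in any library were used. These alternatives, the comparisons, the tests and the rule for named genes were set before the data were examined. A fit without replicate 3 of both day 5 root groups and 3 further tests of a difference between changes (roots from day 1 to day 5, and leaves over both intervals) were added after seeing the data. So were the splits of the root libraries of day 5 and the tests of exchanged labels, of a faded difference and of 2 kinds of batch.

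The reference annotation at hand has other identifiers and matched 0 of the 19584 genes, so names and terms come from the tables of the study. The Iso-Seq reads and the sequences of the transcripts are not analysed here, and neither are the enrichment tests of the paper. Gene families of Figure 6 that the paper shows without identifiers were left out, since their genes could not be told from the labels. The SnRK2-like gene that the paper names by identifier is not among the genes listed and was left out too. List cells that break off before the end were left out because they hold part of a list.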

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

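The tests of exchanged labels, of a faded difference, of 2 kinds of batch, of the splits of root day 5 and of the 2 leaf differences between changes over time were chosen only after the results were seen.

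In direct tests of a difference between 2 changes, some genes passed where the change differed between roots and leaves or with melatonin. For the change under Cd, 1152 genes differed between roots and leaves from day 0 to day 1 and 1228 from day 1 to day 5. Of 100 splits of the same libraries none other reached these counts, with at most 1081 and 758. The splits mixed the days within each tissue, so they stand for no change in either tissue. They cannot tell whether a difference between the tissues is chance. The earlier count was 721, 749, 735 and 711 without replicate 3 of LCd0, LCd1, RCd0 and RCd1. The later one was 510, 806, 782, 809, 759 and 680 without LCd1 replicate 2, LCd5 replicate 1 or 2, RCd1 replicate 2 or 3 and RCd5 replicate 3.

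For the difference made by melatonin on day 1, 9 genes differed between the tissues. Of 100 splits 11 gave as many, and the highest other gave 1468. The splits mixed the melatonin labels within each tissue, so one that keeps the root labels carries the root difference of day 1. Their share cannot tell whether the 9 genes are chance. Without RCd1 replicate 1 the count was 246, without RCdM1 replicate 1 it was 107, and without LCdM1 replicate 3 it was 3. In leaves, the change with melatonin differed from that without it for 2 genes from day 0 to day 1 and for 2 genes from day 1 to day 5. Of 100 splits 23 and 16 gave as many, up to 8 and 17. They mixed the melatonin labels within each day, so they stand for no melatonin difference on either day. Whether chance gave either count is therefore not known. The genes, named after their values were seen, are Lsat_1_v5_gn_2_79600 (limma adjusted p = 5.4e-08) and Lsat_1_v5_gn_8_134041 (limma adjusted p = 0.00013), then Lsat_1_v5_gn_5_144981 (limma adjusted p = 7.3e-12) and Novelgene2533 (limma adjusted p = 0.045). All but Novelgene2533 have a leaf group whose 3 libraries are listed at 0. For the later interval the count was 4 without LCd1 replicate 3, 10 without LCdM5 replicate 1 and 1 without LCd1 replicate 1, any LCdM1 replicate, LCd5 replicate 1 or 3 or LCdM5 replicate 2 or 3.

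On day 5, 0 root genes passed in limma between libraries with and without melatonin and 706 had an unadjusted p under 0.05, while another split of the same 6 libraries called 457 genes (10 of 10 splits reached 0), which points to a structure of the samples. On a score from the 1119 genes of day 1, 2 of the 6 day 5 libraries, replicate 3 of each group, lay on the side of the other group (0.433 without and −0.307 with melatonin), as an exchange of their labels would need. The scores were centred on the 6 libraries of day 5, so libraries lie on both sides even where no difference is left. Such a placement can therefore also arise without an exchange. If the difference had faded in every library, the day 5 scores would spread as the replicates of the earlier days do, and their SD was 1.4 times the largest of those (0.402 against 0.286), between the 2 outcomes set for the test. The 50 leaf genes of the green tissue test, used below, had medians of 0.102, 0.057 and 0.42 percent of the leaf level in RCd5 replicates 1, 2 and 3 and of 0.244, 0.265 and 0.087 in those of RCdM5. An exchange of the labels may account for the missing calls, while a faded difference, or roots that respond unequally by day 5, which was not tested, cannot be told apart from it with 3 libraries per group, and samples were used as labelled throughout.

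On day 1, 1119 root genes differed between libraries with and without melatonin, while with the Q30 values as a covariate 1 gene passed, the median size of the changes going from 1.17 (median standard error 0.28) to 1.16 (0.33), so the calls ended with the wider error. A batch shared with the leaf libraries, whose Q30 values are lower with melatonin on day 1, is argued against by the leaf values, where 56.1 percent of 1021 genes had the same sign and the median change was 0.05. A sequencing batch that follows the Q30 values stays open: 95 percent of the 1119 genes had the same sign on day 0, with a median signed change of 0.63, but the Q30 median was lower with melatonin on that day (93.28 against 93.51) as on day 1 (91.64 against 93.11), so the sign cannot tell. The Q30 ranges of the root groups overlap on day 0 (93.16 to 93.59 without and 93.01 to 93.37 with melatonin) and on day 1 (91.35 to 93.77 and 91.53 to 91.99). A response to melatonin and a difference between the groups in growth or harvest stay open, as the design gives no other handle, and the count of 1119 was 613, 2 and 4 without RCd1 replicates 1, 2 and 3 and 1838, 4 and 5 without RCdM1 replicates 1, 2 and 3.

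On day 0 the estimates of 21 of 25 photosynthesis genes, picked by the study on these libraries, were higher in roots with melatonin, with a median log2 difference of 1.24 over the 25, of which 0 passed in limma, with 10 higher and 0 lower at an unadjusted p under 0.05. Green tissue carried into the samples would add about the same share of the leaf level to each leaf gene, and over 50 abundant leaf genes the excess was positive for 90 percent, with a ratio of 4.49 between the upper and lower quartile (0.404 and 0.09 percent of the leaf level), between the 2 outcomes set for the test. The leaf level is that of LCd0, with that of LCdM0 the ratio was 4.12 over 49 genes, and of the most abundant Novelgene0968 went from 55.39 to 204.4 FPKM (42490 in leaves) and Lsat_1_v5_gn_4_64540 from 29.01 to 42.67 FPKM (31806 in leaves). All 50 genes had at least 1 FPKM in roots without melatonin, 22 are in the photosynthesis or antenna lists and 34 have a term or description in the tables of the study. They were chosen for low values in RCd0 against LCd0, so a part of the positive share may follow from the choice. Carried tissue and a greening of the roots themselves, which was not tested, cannot be told apart, since the excess is uneven and both raise the same genes.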

How the results depend on the processing

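The fit without replicate 3 of both day 5 root groups and the tests of differences between changes in leaves, and in roots from day 1 to day 5, were chosen after seeing the data.

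In a fit of the compared groups alone, which has fewer samples for the error, roots under Cd gave 756 genes from day 0 to day 1 and 25 from day 1 to day 5, roots with melatonin 39 and 4, and melatonin in roots on day 0 gave 84. Leaves under Cd gave 56 and 510 genes, leaves with melatonin 10 and 137, and melatonin in leaves 4 on day 1 and 3 on day 5. Between the tissues the counts were 52 for melatonin on day 1 and 734 and 814 for the 2 intervals under Cd. The fall of most of these counts goes with the fewer samples, and the cause of the rises was not tested.

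With the percent of bases at Q30 as a covariate, roots under Cd gave 3 genes from day 1 to day 5, roots with melatonin 13 and 1, and melatonin in roots 27 on day 0 and 1 on day 1. Leaves under Cd gave 0 genes in limma from day 1 to day 5 with 1506 at an unadjusted p under 0.05, leaves with melatonin 3 from day 0 to day 1, and melatonin in leaves 4 on day 5. Between the tissues the counts were 3 for melatonin on day 1 and 791 for Cd from day 1 to day 5, and the later leaf change differed with melatonin for 1 gene. For the called changes the median size moved little while its error grew where Q30 goes with the groups, from 0.91 (0.21) to 0.84 (0.41) in leaves under Cd from day 1 to day 5.

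Other settings moved fewer counts, and the cause was not tested. A pseudocount of 0.1 gave 0 genes for melatonin in roots on day 0 in limma, with 3569 at an unadjusted p under 0.05, and 4 in leaves on day 5. Without a filter on low values, which tests more genes, 8 genes passed for melatonin in roots on day 0, and 1 for the difference between root changes from day 0 to day 1. Library scaling gave 15 genes for melatonin in roots on day 0. It also moved the split into rises and falls, from 64 and 145 to 96 and 123 in roots with melatonin from day 0 to day 1, from 643 and 1409 to 807 and 1144 in leaves with melatonin from day 1 to day 5, from 153 and 343 to 193 and 229 in leaves under Cd from day 0 to day 1, and from 701 and 418 to 808 and 322 for melatonin in roots on day 1. With isoforms as listed, the counts are of isoforms: melatonin in roots 5 on day 0 and 72 on day 1, in leaves 14 on day 0 and 4 on day 1, differences between changes 4 and 6 in roots and 12 and 5 in leaves, and roots against leaves 25428. The lowest correlation of replicates, 0.944, was 0.923 with a pseudocount of 0.1, 0.951 without a filter and 0.905 for isoforms. Without replicate 3 of both day 5 root groups, roots under Cd gave 149 genes from day 1 to day 5, roots with melatonin 8, and melatonin on day 5 gave 4. As these 2 libraries were chosen by their distance from their groups, a larger difference among the others follows from the choice and is not evidence.

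The replicate number as a replicate block gave 0 genes for melatonin in roots on day 0 in limma with 3560 at an unadjusted p under 0.05, 675 on day 1 and 1 for the later leaf difference between changes. Within a tissue the numbers do not pair the samples in a check of the residuals: the mean correlation of libraries with one number was −0.005 in roots and 0.003 in leaves, against 0.002 and −0.001 for other numbers, and 4 of 18 root and 7 of 18 leaf libraries were closest to their own number. Whether the root and leaf libraries of one group and number are paired was not checked, and the tests between the tissues treat them as independent.

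Leaving out 1 library at a time, which takes a sample from a group of 3, gave these ranges. Roots under Cd gave 969 to 1229 genes from day 0 to day 1 and 116 to 258 from day 1 to day 5, roots with melatonin 44 to 138 and 5 to 88, and melatonin in roots 0 to 16 on day 0, 2 to 1838 on day 1 and 0 on day 5 in limma. Leaves under Cd gave 149 to 307 and 330 to 1199, leaves with melatonin 4 to 28 and 645 to 2428, and melatonin in leaves 2 to 4 on day 0, 0 on day 1 in limma and 4 to 60 on day 5. At unadjusted p under 0.05, 706 and 757 genes stood beside the 0 of root day 5 and leaf day 1 with every library. Between the tissues the counts were 3 to 246 for melatonin on day 1, 711 to 1175 and 510 to 1374 under Cd, and 14498 to 14637 over all groups. Differences between changes gave 0 to 3 and 0 to 1 genes in roots and 2 to 3 and 1 to 10 in leaves. The counts fell or rose with fewer samples, and the cause of the rises was not tested.

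Of 141 called values of named genes, 127 passed with a pseudocount of 0.1, 127 without a filter, 133 with library scaling, 86 as isoforms, 70 with Q30, 116 with the replicate block and 71 in every fit without 1 library, and 86 of 140 in a fit of the compared groups alone. Under these settings 0 of the called values changed direction. Nearly all called genes have groups that do not overlap, as 1117 of 1119 did for melatonin in roots on day 1. Leaving out 1 library cannot reverse such a gene, so the kept direction is not evidence. For roots against leaves the replicate block set root replicate 3 against leaf replicate 1, so that part of the 116 is no test of the tissue difference.

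Named genes that did not pass the test changed direction in some fits, and the cause was not tested. Without 1 library, the log2 effect of melatonin in leaves ranged from −0.24 to 0.24 on day 0 and from −0.09 to 0.24 on day 1 for Lsat_1_v5_gn_4_34281 (−0.95 with Q30 on day 1), from −0.01 to 0.41 for Lsat_1_v5_gn_5_148821 on day 5 (and 0.03 on day 1 with isoforms), from −0.05 to 0.26 for Lsat_1_v5_gn_5_187421 on day 0, from −0.00 to 0.23 for Lsat_1_v5_gn_7_2120 on day 5, from −0.35 to 0.47 on day 1 and −0.54 to 0.66 on day 5 for Lsat_1_v5_gn_7_80360, and from −0.13 to 0.28 on day 0 and −0.19 to 0.42 on day 1 for Novelgene2763 (−0.11 with Q30 on day 1). In roots it ranged from −0.01 to 0.70 for Lsat_1_v5_gn_5_187421 on day 1, and on day 5 from −0.01 to 0.17 for Lsat_1_v5_gn_1_21140, −0.04 to 0.69 for Lsat_1_v5_gn_5_148821, −0.25 to 0.01 for Lsat_1_v5_gn_7_2120, −0.39 to 0.43 for Lsat_1_v5_gn_7_80360, −0.34 to 1.25 for Lsat_1_v5_gn_8_12380, −0.72 to 1.19 for Lsat_1_v5_gn_8_63861, −0.35 to 1.75 for Lsat_1_v5_gn_9_34941 and −1.03 to 0.65 for Lsat_1_v5_gn_9_36021 (0.25 with Q30, and 1.20 without replicate 3 of both day 5 groups). The difference between root changes from day 0 to day 1 came to −0.15 with isoforms for Lsat_1_v5_gn_8_106761. Roots against leaves came to −0.19 with the replicate block for Lsat_1_v5_gn_2_125000. That fit set root replicate 3 against leaf replicate 1, so this value does not show a change of direction over all libraries.

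As reads are not listed per gene, what the depth limits could not be computed for single genes. Clean reads ranged from 43514916 to 59867882 per library in roots and from 43868008 to 70524938 in leaves, and values under 1 FPKM in all but 2 libraries were not tested.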

Differences from the paper's values

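Below, the counts of the paper are at an adjusted p under 0.05 in DESeq 1.18.0, and those here are at a limma adjusted p under 0.05 on FPKM. The Methods of the paper give 2 biological replicates per condition for this test, and its other sections and the labels give 3, which were all used here. For each count, 13 alternatives were set before the data were examined.

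In roots with melatonin from day 0 to day 1, 64 genes rose here and 177 in the paper, and 145 fell here and 326 in the paper. Between day 1 and day 5, 103 rose here and 246 in the paper, and 18 fell here and 84 in the paper. Between roots with and without melatonin, 42 genes passed on day 0 and the paper has 1140, and 1119 passed on day 1 and the paper has 3527. In leaves under Cd from day 0 to day 1, 496 genes passed and the paper has 777. In leaves with melatonin from day 0 to day 1, 23 rose here and 91 in the paper, and 20 fell here and 80 in the paper. For leaves with and without melatonin on day 0, 4 genes passed and the paper has 30. For each of these counts, none of the 13 alternatives came within 1.5 times the value of the paper.

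In leaves with melatonin from day 1 to day 5, 643 genes rose here and 405 in the paper. The count came within 1.5 times with a pseudocount of 0.1 (602), the replicate block (599), isoforms as listed (505), the Q30 covariate (579) and without LCdM5 replicate 1, 2 or 3 (442, 402 and 398). It did not with the other 6, which are no filter, library scaling, the compared groups alone and each LCdM1 replicate left out. In the same comparison 1409 genes fell here and 536 in the paper. This count came within 1.5 times without LCdM1 replicate 2 (476) or replicate 3 (635) and not with the other 11.

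The paper has fewer changed genes in leaves from day 1 to day 5 with melatonin than without, and here 2052 genes passed with and 1311 without it. The order was that of the paper with the compared groups alone, at 137 and 510. With replicate 2 or 3 of the day 1 group left out of each comparison, the counts were 645 and 904 with melatonin and 330 and 577 without, so the order stayed the one found here. In roots the counts with melatonin were lower here as well, at 209 and 121 against 1612 and 440.

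The paper finds no SOD gene among those raised in roots with melatonin from day 0 to day 1, and here Lsat_1_v5_gn_8_10740 rose (log2 change 1.65, limma adjusted p = 0.0089). It counts SOD2 genes among those that fell in roots under Cd from day 0 to day 1, and here 0 of 4 fell in limma, with 0 lower at an unadjusted p under 0.05. By estimate 1 of the 4 was lower, Lsat_1_v5_gn_2_125000, with each library of day 1 below each of day 0. The paper places photosynthesis among the terms raised in roots with melatonin from day 0 to day 1, and here 2 of 25 photosynthesis genes fell and 0 rose in limma, with 0 higher at an unadjusted p under 0.05. In Table S14 of the study, which has no label of direction, the term stands once, and all 11 of its genes were lower here, as were 118 of 118 measured genes of the same block. The block was read by its order as the falling genes, and so read the table has the direction found here and not that of the sentence. The paper describes for roots the changes of Table S15. Of the measured genes in its blocks for day 1 to day 5, read by their order as rising and falling, 100 and 99.6 percent had that direction in leaves with melatonin, and 54.4 and 43.0 percent in roots with melatonin.

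The paper has the lipoxygenase Lsat_1_v5_gn_5_148821 induced by melatonin in roots and leaves, and here it passed in none of these comparisons (log2 change 0.75, 0.62 and 0.29 in roots on days 0, 1 and 5, limma adjusted p = 0.22, 0.24 and 1, and −0.59, −0.21 and 0.15 in leaves, limma adjusted p = 0.77, 1 and 0.87). In roots on days 0 and 1 each library with melatonin was above each without, and in leaves each was below. It has Novelgene1716 higher in roots with melatonin on each day, and here the log2 change was 0.58, −0.21 and 0.12 on days 0, 1 and 5 and did not pass (limma adjusted p = 0.11, 0.48 and 1). It has Lsat_1_v5_gn_5_187421 higher with melatonin in each comparison, and here the mean was higher in all 6 pairs of groups and none passed.

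The paper names 4 laccases as higher in roots with melatonin on each day. Here Lsat_1_v5_gn_8_71281 passed on day 1 (log2 change 2.03, limma adjusted p = 0.031), and none of the 4 passed on day 0 or day 5. Lsat_1_v5_gn_2_125601 passed on day 1 with a pseudocount of 0.1 (limma adjusted p = 0.045) and with the compared groups alone (limma adjusted p = 0.035), and Lsat_1_v5_gn_9_36021 passed on day 1 with the compared groups alone (limma adjusted p = 0.029). The mean was higher with melatonin for each of the 4 on each day, while the log2 change of Lsat_1_v5_gn_9_36021 on day 5 was −0.06. Of the 2 further laccases that the paper has raised on days 0 and 1, Lsat_1_v5_gn_9_24581 passed on day 1 (log2 change 1.13, limma adjusted p = 0.043) and Lsat_1_v5_gn_3_76141 on neither (log2 change 0.38 and 1.23, limma adjusted p = 0.72 and 0.14).

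Of 41 peroxidase genes of the figures 40 were tested and 35 were higher in roots, as the paper has it for most. Beside its 2 exceptions, Lsat_1_v5_gn_7_16000, Novelgene2763 and Lsat_1_v5_gn_7_80360 were higher in leaves here (log2 root over leaf −0.58, −0.95 and −0.55, limma adjusted p = 7.3e-05, 4.6e-07 and 0.041). It has Lsat_1_v5_gn_7_80360 and Novelgene2763 raised by melatonin in roots and leaves. Here both passed in roots on day 1 (log2 change 2.33 and 1.43) and neither on day 0 or day 5, and in leaves neither passed on day 0 (log2 change 0.68 and 0.11, limma adjusted p = 0.93 and 0.98), day 1 (0.14 and 0.06, limma adjusted p = 1 for both) or day 5 (−0.02 and 0.45, limma adjusted p = 1 and 0.7).

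The paper gives Lsat_1_v5_gn_1_21140 the pattern of a gene induced in roots, and here it was higher in leaves (log2 root over leaf −0.65, limma adjusted p = 3.8e-07). If the pattern means a rise with melatonin in roots, the log2 change was 0.44, 0.37 and 0.08 on days 0, 1 and 5 and did not pass (limma adjusted p = 0.16, 0.16 and 1), with an unadjusted p under 0.05 on days 0 and 1. It has Lsat_1_v5_gn_4_34281 and Lsat_1_v5_gn_7_2120 lowered in roots with melatonin. Here the means were lower on each day, Lsat_1_v5_gn_4_34281 passed on day 1 (log2 change −0.60, limma adjusted p = 0.033) and Lsat_1_v5_gn_7_2120 on no day (log2 change −0.45, −0.33 and −0.12, limma adjusted p = 0.17, 0.23 and 1). In leaves it has Lsat_1_v5_gn_4_34281 lowered on days 0 and 1, where the log2 change here was 0.00 and 0.04 (limma adjusted p = 1 for both), and Lsat_1_v5_gn_7_2120 raised, where here none passed (−0.13, 0.21 and 0.09, limma adjusted p = 0.97, 1 and 0.94). It has ion transport and plant hormone signal transduction lowered in leaves on day 0. Here 0 of 34 and 0 of 38 genes passed in limma, with 4 lower at an unadjusted p under 0.05 for each, while Lsat_1_v5_gn_4_44480 passed with the compared groups alone (log2 change −3.40 with all groups, limma adjusted p = 0.04 with the compared groups).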

Other observations

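The test of the later root difference between changes was chosen after the results were seen.

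For comparisons of 3 against 3 libraries the 10 splits are too few for a share under 0.05. In roots the real counts and the highest of the other splits were 1612 and 1, then 440 and 2 under Cd, 209 and 0, then 121 and 1 with melatonin, and 42 and 2 on day 0 and 1119 and 1 on day 1 between libraries with and without melatonin. In leaves they were 496 and 1, then 1311 and 1 under Cd, 43 and 2, then 2052 and 2 with melatonin, and for melatonin 4 and 2 on day 0, 0 and 2 on day 1, and 13 and 22 on day 5. In limma, 757 leaf genes had an unadjusted p under 0.05 on day 1. For roots against leaves the real count was 14636 and the highest other of 100 splits 10788, so chance can be excluded. For the difference between root changes from day 0 to day 1 the real count was 0 in limma, with 1009 at an unadjusted p under 0.05, and the highest other 4, and 100 of 100 splits gave as many. For the later interval it was 0 in limma with 2265 at an unadjusted p under 0.05, while the highest other was 3997. A split that keeps the day 1 labels carries the melatonin difference of that day. These splits therefore do not test a difference between changes.

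Some genes are listed at 0 in every library of a group and at high values elsewhere. Lsat_1_v5_gn_4_153980 was listed at 0 in the 6 leaf libraries of day 0 and at 44123, 69726 and 48760 FPKM in LCd1, 53033, 73698 and 83105 in LCdM1, 46420, 34544 and 62626 in LCd5 and 33691, 41923 and 39655 in LCdM5. In all, 8 leaf and 7 root genes were at 0 in a whole group and at 20 FPKM or more in every library of another group of the tissue. Whether such a 0 is an absence of expression or comes from the assignment of reads was not tested. Among genes that passed, a group listed at 0 occurred for 7 of 1612, 1 of 440, 3 of 209 and 0 of 121 in roots over time, 1 of 42 and 2 of 1119 for melatonin in roots, 6 of 496, 4 of 1311, 4 of 43 and 8 of 2052 in leaves over time, and 2 of 4 and 2 of 13 for melatonin in leaves on days 0 and 5.

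Further lists, in comparisons not covered above, gave these counts. In leaves under Cd from day 0 to day 1, of 6 genes of glutathione metabolism 0 rose and 4 fell in limma, and of 17 antenna genes 0 rose and 3 fell, with 0 higher at an unadjusted p under 0.05 in either list. In the interval to day 5, of 8 genes of the circadian rhythm 1 rose and 5 fell, and of 6 of trehalose biosynthesis 3 rose and 0 fell, with 0 lower at an unadjusted p under 0.05. In leaves with melatonin from day 1 to day 5, of 27 photosynthesis genes 0 rose and 12 fell, with 0 higher at an unadjusted p under 0.05, and of 38 of plant hormone signal transduction 11 rose and 0 fell, with 2 lower at an unadjusted p under 0.05. In roots under Cd, of 34 genes of plant-pathogen interaction 9 rose and 4 fell and of 9 chitinases 4 rose and 1 fell from day 0 to day 1. Of 7 root genes of trehalose biosynthesis 0 rose and 2 fell from day 1 to day 5, with 0 higher at an unadjusted p under 0.05. Between groups with and without melatonin, of 16 antenna genes 0 were higher and 0 lower in roots on day 0 in limma, with 9 higher and 0 lower at an unadjusted p under 0.05, and of 17 in leaves on day 5 1 was higher and 0 lower, with 13 lower at an unadjusted p under 0.05. The antenna gene that was higher, Lsat_1_v5_gn_5_144981, is listed at 0 in every library of LCd1, LCdM1 and LCd5, so it is also among the 3 that fell from day 0 to day 1. The study chose these genes in the same libraries, so the counts are not independent evidence.

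Across 17227 root genes the differences made by melatonin on day 0 and on day 1 had a Pearson's r of 0.64.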
